# Transcriptomic analysis of staphylococcal sRNAs: insights into species-specific adaption and the evolution of pathogenesis

**DOI:** 10.1099/mgen.0.000065

**Published:** 2016-07-26

**Authors:** William H. Broach, Andy Weiss, Lindsey N. Shaw

**Keywords:** sRNA, small regulatory RNA, *Staphylococcus aureus*, *Staphylococcus epidermidis*, *Staphylococcus carnosus*, transcriptomics, RNA sequencing, RNAseq, genome annotation, comparative genomics, RNA structure

## Abstract

Next-generation sequencing technologies have dramatically increased the rate at which new genomes are sequenced. Accordingly, automated annotation programs have become adept at identifying and annotating protein coding regions, as well as common and conserved RNAs. Additionally, RNAseq techniques have advanced our ability to identify and annotate regulatory RNAs (sRNAs), which remain significantly understudied. Recently, our group catalogued and annotated all previously known and newly identified sRNAs in several *Staphylococcus aureus* strains. These complete annotation files now serve as tools to compare the sRNA content of *S. aureus* with other bacterial strains to investigate the conservation of their sRNomes. Accordingly, in this study we performed RNAseq on two staphylococcal species, *Staphylococcus epidermidis* and *Staphylococcus carnosus*, identifying 118 and 89 sRNAs in these organisms, respectively. The sRNA contents of all three species were then compared to elucidate their common and species-specific sRNA content, identifying a core set of between 53 and 36 sRNAs encoded in each organism. In addition, we determined that *S. aureus* has the largest set of unique sRNAs (137) while *S. epidermidis*has the fewest (25). Finally, we identify a highly conserved sequence and structural motif differentially represented within, yet common to, both *S. aureus* and *S. epidermidis.* Collectively, in this study, we uncover the sRNome common to three staphylococcal species, shedding light on sRNAs that are likely to be involved in basic physiological processes common to the genus. More significantly, we have identified species-specific sRNAs that are likely to influence the individual lifestyle and behaviour of these diverse staphylococcal strains.

## Data Summary

1. The RNAseq results have been deposited to the NCBI Gene Expression Omnibus; GEO submission GSE77567 (url – http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=olgjaisktxerfqz&acc=GSE77567).
2. The updated GenBank file, containing novel sRNA annotations (annotated as ‘misc. RNA') has been deposited to Figshare; DOI: 10.6084/m9.figshare.3385861 (url – https://figshare.com/s/ac122d912782908e6359).

## Impact Statement

*Staphylococcus aureus* is a leading cause of nosocomial infections and exhibits profound levels of antimicrobial resistance. The importance of this pathogen has been well established, forming the subject of extensive research, but a comprehensive understanding of the regulatory processes governing its virulence has yet to be elucidated. Recently, our group has investigated the role of regulatory RNAs (sRNAs) by cataloguing and annotating them in *S. aureus* genomes. The study presented here continues this line of research by performing transcriptomic analyses with two closely related species, *Staphylococcus epidermidis* and *Staphylococcus carnosus*, to annotate, for the first time, their genomes for sRNAs. The sRNAs of all three organisms were then compared to determine the common and species-specific sRNA content of each genome. In addition, we identified a subset of sRNAs shared between *S. aureus* and *S. epidermidis* that demonstrate high sequence and structural conservation. This study provides a platform to guide studies on sRNAs that are important for the general physiology of staphylococci (shared sRNAs) as well as the unique lifestyles of each organism (species-specific sRNAs).

## Introduction

The wide availability of sequenced genomes and the decreasing cost of producing such data have revolutionized the way molecular biology research is performed (Dark, 2013). With the increasing knowledge base of genomic information published each year there is an escalating demand for automated pipelines to identify and annotate genes within sequence data (Richardson & Watson, 2013). To highlight the vast amount of genetic information available, at the time of writing this manuscript, a total of 5443 completed prokaryotic genomes were available in the NCBI Genome database (http://www.ncbi.nlm.nih.gov/genome), with a further 65,259 partially completed genomes. Furthermore, the rate of publication continues to increase exponentially each year for studies on such topics (Tatusova *et al.*, 2015). Traditionally, the pipelines used for *de novo* genome assembly involve prediction of protein-coding genes, rRNAs and tRNAs, followed by comparison with a reference genome to assign ORF function (Richardson & Watson, 2013). However, many drawbacks exist to such approaches, not the least of which is a lack of efficient detection for small, regulatory RNAs (sRNAs), some of which can also encode small peptides (<50 aa).

sRNAs as a class of molecule are increasingly recognized as playing important regulatory roles in bacteria (Beisel & Storz, 2010; Murphy *et al*., 2014; Caron *et al.*, 2010; Geissmann *et al.*, 2006; Harris *et al.*, 2013; Hoe *et al.*, 2013; Weiberg *et al.*, 2015; Papenfort & Vanderpool, 2015; Oliva *et al.*, 2015; Papenfort & Vogel, 2014; Weilbacher *et al.*, 2003). For example, sRNAs regulate a wide variety of cellular processes, such as carbon metabolism and iron acquisition, and also have profound influence on virulence gene expression in many important pathogenic bacteria (Geissmann *et al.*, 2006; Oliva *et al.*, 2015; Caswell *et al.*, 2012; Giangrossi *et al.*, 2010; Broach *et al*., 2012; Hoe *et al.*, 2013; Beisel & Storz, 2010; Weilbacher *et al.*, 2003; Papenfort & Vogel, 2014). The wide-ranging effects of these molecules underlines the crucial need to fully annotate and study sRNAs in individual organisms, from both a functional and an evolutionary perspective.

The versatile genus *Staphylococcus* encompasses a diverse set of organisms that range from highly pathogenic to food-grade species. Staphylococci live on the mucous membranes of virtually all animals, as well as in aged meat products. *Staphylococcus carnosus* is an avirulent, coagulase-negative member of the staphylococci with the highest G+C content, and is commonly used as a starter culture for fermented sausages (Rosenstein *et al.*, 2009; Schleifer & Fischer, 1982; Wagner *et al.*, 1998). The genome of *S. carnosus*, an organism often regarded as an ancient and genetically simple species, generally has a lack of mobile genetic elements, especially in comparison with the other staphylococci. In contrast, *Staphylococcus epidermidis* is a coagulase-negative, opportunistic pathogen that is found as a part of the normal human flora of the skin and nares (Otto, 2009). *S. epidermidis* infections often occur through indwelling devices such as catheters, but are rarely life threatening or invasive (Otto, 2009). *Staphylococcus aureus*, also a normal part of the human flora, is a coagulase-positive member of the staphylococci, and is one of the leading causes of human infectious disease and death. *S. aureus* causes a wide variety of infections, ranging from minor cellulitis to life-threatening sepsis, and is capable of infecting all organ systems (Archer, 1998; Lowy, 1998). Compounding its extensive pathogenicity is the widespread prevalence of antibiotic-resistant isolates, which severely limits the number of viable treatment options (Lowy, 2003).

Collectively, the diversity of lifestyles and evolutionary relationships between the staphylococci (Fig. 1) make this a model genus to ask how regulatory molecules change and adapt across species; and how they develop specialized, and niche-specific functions within a given organism. As such, in this study we identified and annotated the sRNA content of both *S. epidermidis* and *S. carnosus* using next-generation sequencing technologies coupled with comparative genomics. These newly annotated sRNAs were analysed for homology to each other, and to those recently curated by our group for *S. aureus* (Carroll *et al.*, 2016), to identify conserved and unique elements for each species. In total, we identified 118 total sRNAs in *S. epidermidis* and 89 in *S. carnosus,* compared with 303 in *S. aureus* (Carroll *et al.*, 2016). A comparison of these datasets revealed that each genome contains between 36 and 53 sRNAs that are common to all three organisms. Finally, we uncovered the presence of several highly homologous sRNAs in *S. epidermidis* and *S. aureus* that share conserved sequences, and appear to retain common structural motifs. Collectively, our work shines a light on these complex and largely overlooked regulators, providing insight into staphylococcal speciation, and the evolution of pathogenesis within this genus.

**Fig. 1.**
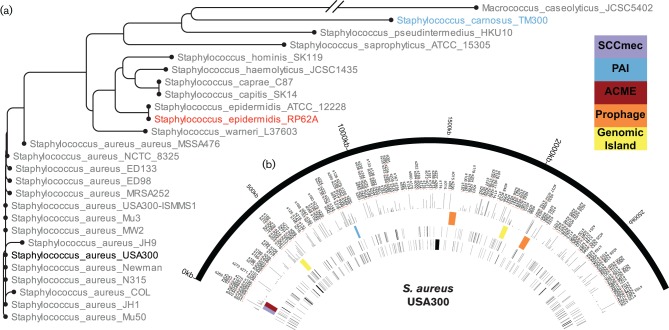
Staphylococcal phylogeny and sRNA content. (a) Phylogenetic relationship was determined using the *rpoB* gene from a range of *S. aureus* isolates, alongside other species within the *Staphylococcaceae*. The three strains from this study (*S. carnosus* TM300, *S. epidermidis* RP62A and *S. aureus* USA300) are highlighted (blue, red and black, respectively) within the tree. The tree was created using the CLC Main Workbench software and default settings. The *rpoB* gene sequences were retrieved from NCBI. (b) Circos file representing the *S. aureus* USA300 genome with recently annotated sRNAs (Carroll *et al.*, 2016). Depicted from the outermost semicircle inward are: the genome of *S. aureus*, sRNA annotations, expression level of each sRNA under standard conditions, genomic landmarks [SCCmec (purple), pathogenicity islands (red), prophages (orange) and other genomic islands (yellow)], sRNAs encoded on the forward strand and, innermost, the reverse strand.

## Methods

### Bacterial strains and growth conditions.

*S. epidermidis* RP62a (Gill *et al.*, 2005) and *S. carnosus* TM300 (Schleifer & Fischer, 1982; Rosenstein *et al.*, 2009) were cultivated in tryptic soy broth (TSB), with shaking (250 r.p.m.) at 37 °C overnight. Synchronous cultures were achieved as outlined by us previously (Kolar *et al.*, 2011) before being grown for 3 h to the exponential phase.

### RNAseq.

Transcriptomic experiments using an Ion Torrent Personal Genome Machine (PGM) system (Ion Torrent) were performed as described by us previously (Carroll *et al.*, 2014). Briefly, total RNA was isolated from exponentially growing cultures using an RNeasy kit (Qiagen), with DNA removed using a TURBO DNA-free kit (Ambion). Next, RNA integrity was confirmed utilizing an Agilent 2100 Bioanalyzer system in combination with a RNA 6000 Nano Kit (Agilent). To remove rRNA from samples, a Ribo-Zero rRNA Removal Kit (Bacteria) (Epicentre) and MICROBExpress Bacterial mRNA Enrichment Kit (Ambion) were used in a sequential approach; complete removal of rRNA species was confirmed using an Agilent RNA 6000 Nano Kit. cDNA libraries were constructed from the enriched RNA with an Ion Total RNA-seq Kit v2 (Ion Torrent), before cDNA fragments were amplified onto Ion Sphere Particles (ISPs) using an Ion PGM Template OT2 200 Kit (Ion Torrent) and an Ion OneTouch 2 system (Ion Torrent). Template-positive ISPs were subsequently loaded onto Ion 318 v2 chips (Ion Torrent) and sequencing runs were performed utilizing an Ion PGM Sequencing 200 Kit v2 (Ion Torrent). After completion of each run, data were imported to the CLC Genomics Workbench software (CLC bio; Qiagen) and aligned to the publicly available *S. epidermidis* RP62a (NCBI accession number: NC_002976.3) and *S. carnosus* TM300 (NCBI accession number: AM295250.1) genomes. The addition of novel annotations to the *S. epidermidis* and *S. carnosus* genomes was performed according to guidelines outlined by us previously (Carroll *et al.*, 2016; Weiss *et al*., 2015). Updated annotation files including novel sRNA transcripts for *S. epidermidis* RP62a and *S. carnosus* TM300 were deposited to Figshare (Data citation 1). The annotation files containing sRNA annotations were used to generate expression values calculated as RPKM (reads per kilobase material per million reads) in CLC Genomics Workbench. All downstream bioinformatic analyses (e.g. blast searches investigating sRNA similarities between different species) were also performed with CLC Genomics Workbench software. RNA structure predictions were performed using the mfold web server (Zuker, 2003).

### Northern blots.

To confirm the presence of novel transcripts identified by RNAseq, we performed Northern blot analysis for selected sRNA candidates. Northern blots were performed as outlined previously (Caswell *et al.*, 2012), as follows. RNA from exponentially growing cultures was isolated and DNA-depleted as described for RNAseq samples. RNA was electrophoretically separated in a 10 % polyacrylamide gel [1x× TBE (Tris/borate/EDTA) buffer, 7 m urea] and transferred to an Amersham Hybond N+ membrane (GE Healthcare) by electroblotting. Samples were crosslinked to membranes via UV radiation, followed by pre-hybridization in ULTRAhyb-Oligo buffer (Ambion) for 1 h at 43 °C in a rotating oven. Next, [γ-^32^P]-ATP end-labelled oligonucleotides specific for each target RNA sequence (Table S1, available in the online Supplementary Material) were added to membranes and hybridized overnight at 43 °C. The following day membranes were washed with 2×, 1× and 0.5× SSC (saline and sodium citrate) buffer for 30 min at 43 °C. Finally, membranes were exposed to X-ray film to detect radiolabelled and specifically bound probes.

## Results

### Annotation of sRNAs in the *S. epidermidis* RP62a and *S. carnosus* TM300 genomes

The goal of this study was to gain insight into the impact of sRNAs on staphylococcal species-specific adaptation. A set of organisms was chosen to represent the diverse lifestyles of staphylococcal species: *S. aureus* USA300-Houston, an epidemic community-associated methicillin-resistant strain isolated from the wrist abscess of a 36-year-old, HIV-positive, intravenous drug user; *S. epidermidis* RP62a, a methicillin-resistant strain isolated from a patient suffering from intravascular catheter-associated sepsis; and *S. carnosus* TM300, originally isolated from dry sausage in 1982 in Germany (Highlander *et al.*, 2007; Gill *et al.*, 2005; Schleifer & Fischer, 1982; Rosenstein *et al.*, 2009). Importantly, these organisms are intermediately and distanty related species (Fig. 1a), representing the highly virulent (*S. aureus*), the mildly virulent (*S. epidermidis*) and the avirulent (*S. carnosus*). As such, they have the potential to provide significant insight into those sRNAs that are core to the staphylococci, as well as those that influence species-specific adaptation. Recently we re-annotated the genome of *S. aureus* (Carroll *et al.*, 2016) to include all sRNAs from the literature, as well as several novel transcripts identified by our group using next-generation sequencing approaches (Fig. 1b). As such, we used a similar RNAseq-based approach to re-annotate the genomes of *S. epidermidis* RP62a and *S. carnosus* TM300.

To our knowledge, no sRNAs have been identified or studied in either *S. epidermidis* or *S. carnosus* to date, and neither published genome has any sRNAs currently annotated. Given the absence of any information regarding the sRNAs of these two species, a transcriptomic approach was used to identify sRNAs in these genomes. Initially, each RNAseq was performed on cultures grown to the mid-logarithmic phase, with all reads generated aligned to the published genomes of *S. epidermidis* RP62a and *S. carnosus* TM300 (Gill *et al.*, 2005; Schleifer & Fischer, 1982; Rosenstein *et al.*, 2009). 

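RNA was sequenced from *S. epidermidis* RP62a, from *S. carnosus* TM300 and, for the comparison between species, from *S. aureus* USA300 Houston. Cultures were grown with shaking in TSB for 3 h at 37 °C, and the RNA of 3 preparations per species was pooled into 1 library. Ribosomal RNA was depleted, and the cDNA was read on an Ion Torrent PGM. The authors mapped the reads in CLC Genomics Workbench to each genome with the sRNA annotations added. For each sRNA they deposited its position, the number of reads, the number of reads that mapped to 1 place only, and the RPKM, in which reads are scaled to the annotated length of the sRNA and to the reads of the library. The number of reads behind the RPKM, worked back from reads, length and RPKM, was 2837814 in *S. aureus*, 1429627 in *S. epidermidis* and 2812111 in *S. carnosus*. The annotated sRNAs took 257560 of these reads in *S. aureus* (9.08 %), 125918 in *S. epidermidis* (8.81 %) and 163020 in *S. carnosus* (5.80 %). Of the reads on sRNAs, 0.708 % in *S. aureus*, 0.0294 % in *S. epidermidis* and 6.89 % in *S. carnosus* mapped to more than 1 place. Most of those in *S. carnosus* lay on a single entry, the tmRNA SCAs018, where 32093 of 43138 reads mapped to 1 place only. The *S. epidermidis* values cover 118 numbered sRNAs and the named signal recognition particle (SRP) RNA, RNase P RNA and tmRNA. The *S. carnosus* values cover 89 numbered sRNAs, and the *S. aureus* values cover 303. In these 2 species SRP RNA, RNase P RNA and tmRNA are among the numbered sRNAs. Of the reads on sRNAs, these RNAs took 57772 in *S. aureus*, 94443 in *S. epidermidis* and 46331 in *S. carnosus*. Most of the reads on sRNAs in *S. epidermidis* therefore lay outside its numbered sRNAs. Each RPKM was given an exact 95 % Poisson interval from its reads, and an sRNA with an RPKM of at least 10 was counted as detected. A short sRNA can reach this from 1 read, as SERPs005 did in *S. epidermidis*. There are no replicate libraries, so no p-value was computed. The intervals cover counting error only. Amplified reads are not independent molecules, so the intervals may be too narrow even for that. Whether reads were counted by strand is not given in the sources used here, so the values of sRNAs that overlap another transcript on the opposite strand are uncertain. *S. aureus* positions refer to the USA300 FPR_3757 chromosome, the strain that Table S3 names.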

Files were then reviewed for the presence of sRNA reads using criteria defined by us previously for *S. aureus* and *Acinetobacter* *baumannii* (Carroll *et al.*, 2016; Weiss *et al*., 2015), as: antisense to previously annotated protein coding genes (Fig. S1a), in intergenic regions (Fig. S1b) or that showed differential expression from annotated genes with which they overlapped (Fig. S1c).

### The first genome-wide identification of sRNAs in *S. epidermidis* and *S. carnosus*

In total, 118 and 89 sRNAs were identified in *S. epidermidis* RP62a and *S. carnosus* TM300, respectively (Tables 1 and 2). 

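In *S. epidermidis*, the numbered sRNA with the highest expression was SERPs075, a 149 nt transcript next to *mecI*, the methicillin resistance repressor gene, at positions 2574244 to 2574392 on the forward strand. Its RPKM was 21675 (95 % interval 21054 to 22309, 4617 reads). It was followed by SERPs029, upstream of the aspartokinase gene *lysC*, with an RPKM of 10990 (10614 to 11377), by SERPs035 next to the translation initiation factor gene *infC* (8296, 7830 to 8782) and by SERPs018 (5818, 5516 to 6132). Table 1 prints 346.45 for SERPs035, so its place rests on the deposited value. SRP RNA, RNase P RNA and tmRNA, which are named outside the numbered set, lay above all of these. In *S. carnosus*, SCAs018, the homologue of tmRNA, was highest with an RPKM of 40582 (40200 to 40967), although 25.6 % of its reads mapped to more than 1 place. SCAs009 had an RPKM of 27191 (26876 to 27508). SCAs038 next to *infC* reached 24684 (24153 to 25225), and SCAs017, between the glycolytic genes *gapA* and *pgk*, reached 12699 (12307 to 13101). SCAs026, next to the pyrimidine regulator gene *pyrR*, had an RPKM of 10835 (10585 to 11089). The 10 highest sRNAs held 82.5 % of the summed sRNA RPKM in *S. epidermidis* and 67.2 % in *S. carnosus*. In *S. epidermidis* these include SRP RNA, RNase P RNA and tmRNA, but in *S. carnosus* only tmRNA of them. The shares without these RNAs were not computed, so the difference may rest on them. The median RPKM was 279.8 (95 % interval of the median 205.2 to 368) over the sRNAs of *S. epidermidis* and 707 (352 to 1205) over those of *S. carnosus*. Of the numbered sRNAs, 115 of 118 in *S. epidermidis* (97.5 %) and 87 of 89 in *S. carnosus* (97.8 %) were detected. The paper annotated these sRNAs from the same experiment, so high shares were fixed in advance. SCAs006, which lies opposite SCAs005, had 0 reads, and 5 *S. epidermidis* sRNAs had 3 reads or fewer.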

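In *S. epidermidis* RP62a, the numbered sRNAs lay at positions 34835 to 2605351, with 46 on the forward and 72 on the reverse strand, or 4.59 sRNAs per 100 kb. With SRP RNA, tmRNA and RNase P RNA counted as well, the longest stretches without an sRNA were 102665 bp between SERPs118 and SERPs101 (positions 847794 to 950460), 89965 bp between SERPs045 and SERPs046 (1557876 to 1647842) and 75425 bp between SERPs071 and SERPs088 (2400406 to 2475832). Between numbered sRNAs only, the longest was 115808 bp between SERPs004 and SERPs114 (60490 to 176299), within which SRP RNA lies. In *S. carnosus* TM300, the sRNAs lay at positions 9628 to 2553191, with 43 on the forward and 46 on the reverse strand, or 3.50 per 100 kb. Its longest stretches without an sRNA were 175181 bp between SCAs070 and SCAs072 (2375782 to 2550964), 144981 bp between SCAs026 and SCAs027 (809442 to 954424) and 140004 bp between SCAs044 and SCAs046 (1406766 to 1546771). The *S. aureus* sRNAs were denser, at 10.8 per 100 kb, with 148 on the forward and 155 on the reverse strand, and their longest empty stretch was 62194 bp between SAUSA300s280 and SAUSA300s281 (911364 to 973559). Counted in windows of 100 kb, 0 of 29 windows in *S. aureus*, 0 of 27 in *S. epidermidis* and 1 of 26 in *S. carnosus* held no sRNA. A window held at most 19 sRNAs in *S. aureus* and at most 8 in either other species. Positions of prophages were not used here.

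**Figure D1:**
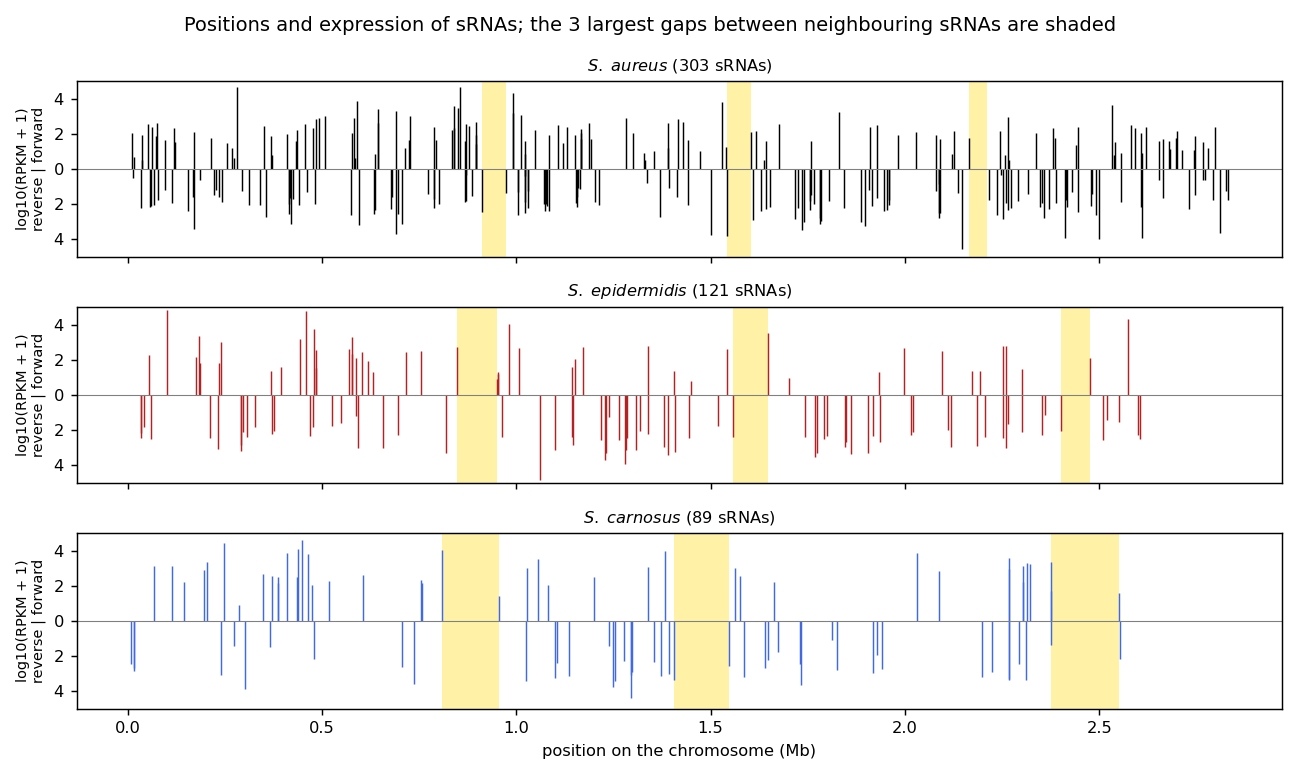
Each line is an annotated sRNA at its chromosome position (x axis, Mb), with a length of log10(RPKM + 1) drawn upwards for the forward and downwards for the reverse strand, in S. aureus, S. epidermidis and S. carnosus. SRP RNA, tmRNA and RNase P RNA are included. The 3 widest stretches between neighbouring sRNAs are shaded, up to 62194 bp in S. aureus, 102665 bp in S. epidermidis and 175181 bp in S. carnosus.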

The sRNAs in each organism are distributed across their respective chromosomes, with the exception of a general lack of sRNAs in regions encoding prophages. The lack of sRNAs residing in these regions is perhaps to be expected, as these are relatively recent evolutionary events that have not yet been homogenized into the rest of the genome. To facilitate the addition of novel sRNA annotations in the future, an annotation system was created that does not relate to function, but instead acts only as an identifier (as described by us for *S. aureus*) (Carroll *et al.*, 2016). As such, sRNAs from *S. epidermidis* were denoted as SERPs001–SERPs118, referring to their total number, for ease of sequential incorporation of new sRNA annotations in the genome. Similarly, in *S. carnosus* sRNAs were denoted as SCAs001–SCAs089. Newly annotated genes were given the gene names *jointly annotated epidermidis loci* (*jaeL*)1–118 and *jointly annotated carnosus loci* (*jacL*) 1–89 for *S. epidermidis* and *S. carnosus*, respectively. To confirm the size and expression of sRNAs discovered in *S. epidermidis* and *S. carnosus*, several representative transcripts were chosen for Northern blot validation (Fig. 2). Each of the sRNAs analysed produced a single, probe-specific band at the size suggested by RNAseq, and as annotated herein. These findings suggest that the methods used by our group to identify and annotate novel sRNAs are both robust and reproducible.

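The 4 *S. epidermidis* transcripts probed spanned an annotated length of 149 to 1454 nt and an RPKM range of 269 to 21675. SERPs046, at positions 1647842 to 1649295 on the forward strand, was the longest, with an RPKM of 3286 (95 % interval 3209 to 3365, 6831 reads). SERPs053, a 218 nt transcript next to the antiporter gene *nhaC*, had an RPKM of 2005 (1851 to 2169, 625 reads). SERPs091, 239 nt long and next to the release factor gene *prfC*, was the lowest, at 269 (217 to 330.2, 92 reads). In *S. carnosus*, SCAs030 upstream of *lysC* was 200 nt long with an RPKM of 3218 (3072 to 3370, 1810 reads). SCAs074, a 151 nt transcript next to the ribosomal protein gene *rplQ*, had an RPKM of 4206 (4013 to 4406, 1786 reads). SCAs069 was 128 nt long with an RPKM of 2167 (2018 to 2325, 780 reads). SCAs038 was 118 nt long and had 8191 reads. Apart from SERPs091, whose RPKM was close to the median of its library, each probed sRNA had an RPKM above the upper quartile, which was 918 in *S. epidermidis* and 1912 in *S. carnosus*.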

**Fig. 2.**
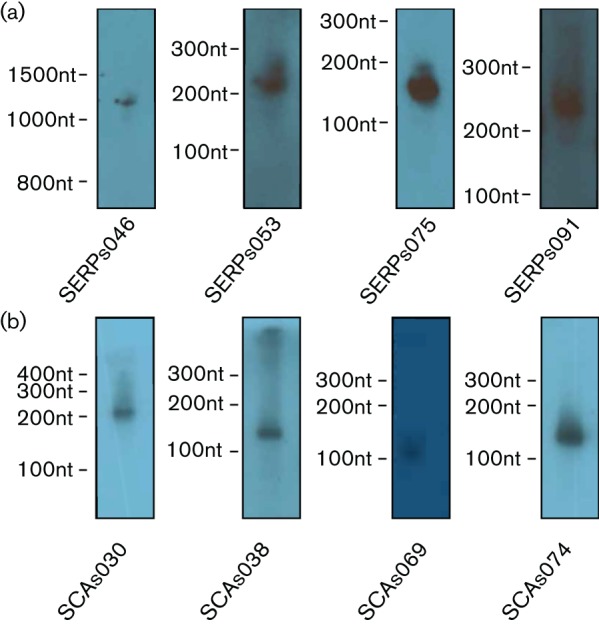
Northern blot analysis of sRNAs in *S. epidermidis* and *S. carnosus.* Total RNA was isolated from *S. epidermidis* RP62a (a) and *S. carnosus* TM300 (b) cultures grown to the mid-logarithmic phase. Samples were analysed using DNA probes specific to each transcript. Size markers, and the RNA probed for, are denoted on each gel.

**Table 1.** Newly annotated non-coding RNAs of *S epidermidis* RP62a

Locus ID	Gene name	Position	Upstream*	Orientation	Downstream*	RPKM†
SERPs001	*jaeL-1*	34999..35245	SERPs117	<	SERP0038	247.23
SERPs002	*jaeL-2*	42907..43025	SERP0050	<	SERP0051	125.96
SERPs003	*jaeL-3*	953853..954050	SERPs113	>	*trpE*	11.22
SERPs004	*jaeL-4*	60337..60509	*guaA*	<	SERP0071	327.32
SERPs005	*jaeL-5*	586811..586861	SERPs022	<	SERP0593	21.77
SERPs006	*jaeL-6*	183818..183969	*rplA*	>	*rplJ*	2081.83
SERPs007	*jaeL-7*	212119..212293	SERP0201	<	SERP0202	367.99
SERPs008	*jaeL-8*	233449..233600	SERP0223	<	SERP0224	1281.97
SERPs009	*jaeL-9*	233917..234080	SERP0224	>	SERP0225	67.7
SERPs010	*jaeL-10*	241408..241559	SERP0234	>	SERP0235	927.69
SERPs011	*jaeL-11*	307532..307673	SERP0304	<	SERP0305	328.4
SERPs012	*jaeL-12*	370776..370941	SERP0373	<	*pabA*	153.84
SERPs013	*jaeL-13*	377942..378056	SERP0379	<	SERP0380	77.24
SERPs014	*jaeL-14*	393987..394130	SERP0391	>	SERP0392	34.7
SERPs015	*jaeL-15*	443311..443466	SERP0438	>	SERP0439	1633.44
SERPs016	*jaeL-16*	469574..469690	SERP0466	<	SERP0467	469.75
SERPs017	*jaeL-17*	475770..475890	SERP0477	<	SERP0478	50.47
SERPs018	*jaeL-18*	480754..480892	SERP0488	>	SERP0489	7045.28
SERPs019	*jaeL-19*	526358..526540	SERP0542	<	SERP0543	54.61
SERPs020	*jaeL-20*	570220..570273	*trpS*	>	SERP0576	452.35
SERPs021	*jaeL-21*	576526..576580	SERPs082	>	SERP0581	2967.56
SERPs022	*jaeL-22*	586669..586828	SERP0592	>	SERPs121	190.83
SERPs023	*jaeL-23*	592434..592529	SERP0599	<	SERP0600	763.34
SERPs024	*jaeL-24*	658364..658539	SERP0662	<	SERP0663	466.83
SERPs025	*jaeL-25*	695170..695337	SERP0697	<	SERP0698	168.53
SERPs026	*jaeL-26*	717301..717513	SERP0720	>	*pheS*	297.13
SERPs027	*jaeL-27*	817973..818158	*sucD*	<	SERP0815	984.95
SERPs028	*jaeL-28*	964074..964190	*femB*	<	SERP0948	332.14
SERPs029	*jaeL-29*	981290..981497	SERP0962	>	*lysC*	10366.45
SERPs030	*jaeL-30*	1007973..1008125	SERP0990	>	SERP0991	486.21
SERPs031	*jaeL-31*	1099406..1099581	SERP1053	<	*srrB*	1526.68
SERPs032	*jaeL-32*	1150188..1150367	SERP1109	>	SERP1110	77.1
SERPs033	*jaeL-33*	1227591..1227843	SERP1191	<	*aspS*	4785.74
SERPs034	*jaeL-34*	1231240..1231434	*hisS*	<	SERP1194	1773.65
SERPs035	*jaeL-35*	1279465..1279597	*infC*	<	SERP1245	346.45
SERPs036	*jaeL-36*	1281335..1281543	SERP1245	<	*thrS*	1500.78
SERPs037	*jaeL-37*	1308770..1308884	*dnaE*	<	SERP1267	1042.73
SERPs038	*jaeL-38*	1318633..1318805	SERP1273	<	SERP1274	67.39
SERPs039	*jaeL-39*	1337905..1338103	SERP1292	>	*tyrS*	544
SERPs040	*jaeL-40*	1379890..1380079	*leuS*	<	SERP1319	978.83
SERPs041	*jaeL-41*	1389878..1390104	*ribD*	<	SERP1329	2298.88
SERPs042	*jaeL-42*	1409579..1409745	*metK*	<	*pckA*	1618.92
SERPs043	*jaeL-43*	1518292..1518416	*pheA*	<	SERP1453	31.09
SERPs044	*jaeL-44*	1542695..1542748	SERP1479	>	SERP1480	318.7
SERPs045	*jaeL-45‡*	1557626..1557897	SERP1488	<	*hld*	289.82
SERPs046	*jaeL-46*	1647845..1649295	SERP1623	>	SERP1624	3008.01
SERPs047	*jaeL-47*	292616..292825	SERPs119	<	*sitC*	795.72
SERPs048	*jaeL-48*	1744046..1744193	SERP1701	<	*sceD*	213.81
SERPs049	*jaeL-49*	1769544..1769767	*murAB*	<	*fbaA*	2614.68
SERPs050	*jaeL-50*	1774668..1774750	*pyrG*	<	*rpoE*	3083.45
SERPs051	*jaeL-51*	1790875..1791019	SERP1753	<	SERP1754	298.64
SERPs052	*jaeL-52*	292457..292605	SERP0289	<	SERPs120	1538.79
SERPs053	*jaeL-53*	1905371..1905605	SERP1880	<	*nhaC*	1946.59
SERPs054	*jaeL-54*	1917116..1917271	SERP1894	<	SERP1895	327.4
SERPs055	*jaeL-55*	1935344..1935518	SERP1914	<	SERP1915	396.54
SERPs056	*jaeL-56*	1997129..1997489	*sarZ*	>	SERP1980	522.86
SERPs057	*jaeL-57*	2014397..2014589	SERP1994	<	SERP1995	175.46
SERPs058	*jaeL-58*	2096196..2096389	SERP2069	>	SERP2070	354.84
SERPs059	*jaeL-59*	2110878..2111312	SERP2083	<	*aldA-2*	98.27
SERPs060	*jaeL-60*	2118226..2118357	SERP2091	<	SERP2092	786.47
SERPs061	*jaeL-61*	2184407..2184483	*ldh*	<	SERP2157	439.8
SERPs062	*jaeL-62*	2206812..2206918	SERP2175	<	*betA*	15.57
SERPs063	*jaeL-63*	2251118..2251304	SERP2212	>	SERPs064	724.37
SERPs064	*jaeL-64*	2251300..2251353	SERPs063	<	SERP2213	586
SERPs065	*jaeL-65*	2258818..2259071	*cadC*	>	SERPs066	657.88
SERPs066	*jaeL-66*	2259072..2259128	SERPs065	<	SERP2223	2084.27
SERPs067	*jaeL-67*	2266286..2266340	SERP2235	<	SERP2236	403.75
SERPs068	*jaeL-68*	2301741..2301875	SERP2268	>	SERPs069	16.45
SERPs069	*jaeL-69*	2301905..2301964	SERPs068	<	SERP2269	120.28
SERPs070	*jaeL-70*	2352134..2352256	*mqo-3*	<	SERP2313	216.65
SERPs071	*jaeL-71*	2400262..2400406	SERP2353	<	SERP2354	72.74
SERPs072	*jaeL-72*	2508708..2508954	SERP2454	<	SERP2455	384.34
SERPs073	*jaeL-73*	2519862..2520195	SERP2465	<	SERP2466	28.26
SERPs074	*jaeL-74*	2550198..2550302	*kdeP*	<	SERP2491	158.62
SERPs075	*jaeL-75*	2574243..2574391	SERP2518	>	*mecI*	21766.54
SERPs076	*jaeL-76*	2600571..2600779	SERP2541	<	SERP2542	159.37
SERPs077	*jaeL-77*	2605191..2605352	SERP2546	<	SERP2547	376.96
SERPs078	*jaeL-78*	297416..298093	*tagA*	<	SERP0296	133.47
SERPs079	*jaeL-79*	484345..485243	SERP0494	>	SERP0495	397.69
SERPs080	*jaeL-80*	1799010..1799177	SERP1761	<	*glmM*	218.1
SERPs081	*jaeL-81*	1848280..1848453	SERP1803	<	*rplQ*	618.97
SERPs082	*jaeL-82*	576366..576526	*pepF*	>	SERPs021	303.44
SERPs083	*jaeL-83*	1702694..1702924	SERP1664	>	*ilvD*	4.81
SERPs084	*jaeL-84*	1862469..1862606	*rpsJ*	<	SERP1833	1890.75
SERPs085	*jaeL-85*	1844698..1844868	*rplM*	<	*truA*	879.81
SERPs086	*jaeL-86*	755335..755547	SERP0757	>	*ileS*	364.89
SERPs087	*jaeL-87*	1283598..1283838	*thrS*	<	*dnaI*	377.78
SERPs088	*jaeL-88*	2475827..2476027	SERP2413	<	SERP2414	116
SERPs089	*jaeL-89*	1146822..1146987	*gcvT*	<	*aroK*	662.17
SERPs090	*jaeL-90*	185734..185859	SERP0182	>	*rpoB*	74.9
SERPs091	*jaeL-91*	603425..603663	*prfC*	>	SERP0610	308.94
SERPs092	*jaeL-92*	1406055..1406237	SERP1349	>	SERP1350	21.24
SERPs093	*jaeL-93*	1238590..1238761	*recJ*	<	SERP1200	22.59
SERPs094	*jaeL-94*	1449425..1449591	SERP1393	>	SERP1394	13.3
SERPs095	*jaeL-95*	2020634..2020835	*fmhA*	<	SERP2002	118.18
SERPs096	*jaeL-96*	632659..632761	SERP0638	>	SERP0639	21.56
SERPs097	*jaeL-97*	1932904..1933097	SERP1912	>	SERP1913	57.23
SERPs098	*jaeL-98*	2173475..2173629	SERP2146	>	SERP2147	25.07
SERPs099	*jaeL-99*	550036..550252	SERP0558	<	SERP0559	28.14
SERPs100	*jaeL-100*	367959..368097	SERP0369	>	SERP0370	27.96
SERPs101	*jaeL-101*	950460..950575	SERP0933	>	*dmpI*	23.93
SERPs102	*jaeL-102*	1142437..1142535	SERP1099	>	SERPs104	33.65
SERPs103	*jaeL-103*	1444172..1444269	SERP1386	<	*fumC*	385.21
SERPs104	*jaeL-104*	1142550..1142729	SERPs102	<	SERP1100	259.07
SERPs105	*jaeL-105*	2192309..2192465	SERP2163	>	SERP2164	17.68
SERPs106	*jaeL-106*	2360082..2360248	SERP2323	<	SERP2324	9.97
SERPs107	*jaeL-107*	54838..54966	SERP0066	>	*xpt*	210.87
SERPs108	*jaeL-108*	617908..618225	SERP0626	>	*menA*	80.31
SERPs109	*jaeL-109*	485246..485535	SERP0495	>	*sufC*	45.94
SERPs110	*jaeL-110*	1263896..1264162	*valS*	<	SERP1229	380.5
SERPs111	*jaeL-111*	1339993..1340256	*tyrS*	<	SERP1294	172.43
SERPs112	*jaeL-112*	328604..328788	SERP0323	<	*scdA*	96.03
SERPs113	*jaeL-113*	953678..953822	*tyrA*	>	SERPs122	7.66
SERPs114	*jaeL-114*	176298..176556	*gltX*	>	*cysE*	182.19
SERPs115	*jaeL-115*	1217236..1217468	*alaS*	<	SERP1183	457.47
SERPs116	*jaeL-116*	1170711..1170867	SERP1131	>	*glyS*	495.04
SERPs117	*jaeL-117*	34833..34995	SERP0037	<	SERPs001	136.23
SERPs118	*jaeL-118*	847682..847797	*ribF*	>	*rpsO*	641.3

*Gene.

†RPKM, reads per kilobase material per million reads.

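SERPs045, annotated at positions 1557619 to 1557876 on the reverse strand of *S. epidermidis* RP62a, lies next to *hld*, the gene of delta-hemolysin, and is 258 nt long. Its RPKM was 233 (95 % interval 186 to 288, 86 reads), rank 68 in its library. Its homologue in Table S2, SAUSA300s022, lies at positions 2146191 to 2146741 on the reverse strand of *S. aureus* and is 551 nt long. With an RPKM of 34964 (34672 to 35258, 54671 reads), SAUSA300s022 ranked 3 among the *S. aureus* sRNAs. RNAIII is the regulatory RNA of the *agr* quorum-sensing system. The RPKM of SAUSA300s022 was 150.0 times that of SERPs045 (121 to 188 from counting error), a ratio that compares a pair of single libraries and different annotated lengths.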

‡Region corresponds to portion of RNAIII.

**Table 2.** Newly annotated non-coding RNAs of *S. carnosus* TM300

Locus ID	Gene name	Position	Upstream*	Orientation	Downstream*	RPKM†
SCAs001	*jacL-1*	9628..9890	SCA_0010	<	SCA_0011	329.72
SCAs002	*jacL-2*	16355..16590	SCAs079	<	SCA_0015	489.92
SCAs003	*jacL-3*	68516..68644	*fcbC*	>	SCA_0067	1331.56
SCAs004	*jacL-4*	114686..114974	SCA_0114	>	SCA_0115	1318.64
SCAs005	*jacL-5*	144461..144729	SCA_0141	>	SCAs006	212.44
SCAs006	*jacL-6*	144466..144711	SCAs005	<	SCA_0142	4.05
SCAs007	*jacL-7*	195809..196025	*gltX*	>	*cysE*	736.45
SCAs008	*jacL-8*	239896..240240	*proP*	<	*thiD*	1253.87
SCAs009	*jacL-9*	248359..248731	SCA_0240	>	SCA_0241	26355.27
SCAs010	*jacL-10*	286557..286798	*tagA*	>	*thrS*	6.86
SCAs011	*jacL-11*	302807..302992	SCA_0293	<	SCA_0294	7754.21
SCAs012	*jacL-12*	349042..349212	*norA*	>	SCA_0342	443
SCAs013	*jacL-13*	370812..371006	SCA_0365	>	SCA_0366	386.77
SCAs014	*jacL-14*	386729..386902	SCA_0377	>	SCAs090	324.61
SCAs015	*jacL-15*	409625..409751	SCA_0399	>	SCA_0400	7319.89
SCAs016	*jacL-16*	435453..435577	SCA_0420	>	SCA_0421	459.83
SCAs017	*jacL-17*	439576..439686	*gapA*	>	*pgk*	12059.66
SCAs018	*jacL-18*	449553..449930	*smpB*	>	NEW_REGION_507	40323.14
SCAs019	*jacL-19*	465254..465398	SCA_0454	>	SCA_0455	6846.57
SCAs020	*jacL-20*	475448..475663	*int*	>	SCA_0464	189.2
SCAs021	*jacL-21*	478847..479060	SCA_0469	<	SCA_0470	172.33
SCAs022	*jacL-22*	519236..519323	*glpQ*	>	SCA_0522	211.43
SCAs023	*jacL-23*	704781..704974	SCA_0700	<	SCA_0701	438.43
SCAs024	*jacL-24*	736699..736810	SCA_0733	<	SCA_0734	3740.74
SCAs025	*jacL-25*	754215..755140	SCA_0752	>	SCA_0753	236.45
SCAs026	*jacL-26*	809208..809442	*rluD*	>	*pyrR*	10723.79
SCAs027	*jacL-27*	954424..954574	*mutS*	>	*mutL*	28.6
SCAs028	*jacL-28*	1026107..1026242	SCA_1009	<	*tyrA*	2460.09
SCAs029	*jacL-29*	1028624..1028907	SCA_1011	>	*trpE*	926.55
SCAs030	*jacL-30*	1055393..1055592	SCA_1036	>	*lysC*	3098.2
SCAs031	*jacL-31*	1080768..1080936	SCA_1060	>	SCA_1061	139.58
SCAs032	*jacL-32*	1098995..1099432	SCA_1079	<	SCA_1080	1725.71
SCAs033	*jacL-33*	1103951..1104094	*pbp2*	<	SCA_1085	230.73
SCAs034	*jacL-34*	1136220..1136427	SCA_1116	<	*srrB*	1380.1
SCAs035	*jacL-35*	1239320..1239485	*alaS*	<	SCA_1231	28.02
SCAs036	*jacL-36*	1249565..1249804	SCA_1240	<	*asp*S	5994.28
SCAs037	*jacL-37*	1252944..1253215	*hisS*	<	SCA_1243	2385.58
SCAs038	*jacL-38*	1294117..1294234	*infC*	<	*lysP*	23251.64
SCAs039	*jacL-39*	1339350..1339494	SCA_1325	>	*rpsD*	1271.7
SCAs040	*jacL-40*	1354036..1354126	*fhs*	<	*acsA*	200.81
SCAs041	*jacL-41*	1373449..1373678	SCA_1356	<	*dat*	1246.65
SCAs042	*jacL-42*	1383627..1383700	*leuS'*	>	SCA_1366	9195.15
SCAs043	*jacL-43*	1393914..1394102	*ribD*	<	SCA_1376	1063.54
SCAs044	*jacL-44*	1406587..1406766	*metK*	<	*pckA*	2198.37
SCAs045	*jacL-45*	273470..273659	*sarA*	<	SCA_0267	34.97
SCAs046	*jacL-46*	1546771..1546977	SCA_1526	<	SCA_1527	500.78
SCAs047	*jacL-47*	1562210..1562443	SCA_1544	>	*agrB*	985.38
SCAs048	*jacL-48*	1585607..1585749	*ilvA*	<	23S rRNA D	2012.07
SCAs049	*jacL-49*	1664220..1664368	SCA_1648	>	SCA_1649	196.23
SCAs050	*jacL-50*	1824275..1824411	SCA_1822	<	SCA_1823	637.82
SCAs051	*jacL-51*	1917867..1918006	SCA_1912	<	SCA_1913	832.99
SCAs052	*jacL-52*	1929303..1929527	SCA_1921	<	SCA_1922	84.17
SCAs053	*jacL-53*	1941508..1941755	*opuCA*	<	SCA_1935	515.79
SCAs054	*jacL-54*	2031863..2032724	SCA_2018	>	SCA_2019	7319.06
SCAs055	*jacL-55*	2088262..2088525	SCA_2075	>	SCA_2076	761.4
SCAs056	*jacL-56*	2199217..2199338	SCA_2172	<	SCA_2173	1628.55
SCAs057	*jacL-57*	2224729..2224907	SCA_2191	<	SCA_2192	848.25
SCAs058	*jacL-58*	2266552..2266687	SCA_2211	>	SCAs059	4277.68
SCAs059	*jacL-59*	2266688..2266868	SCAs058	<	SCAs060	2180.71
SCAs060	*jacL-60*	2267000..2267107	SCAs059	>	SCAs061	1239.77
SCAs061	*jacL-61*	2267108..2267271	SCAs060	<	*tatA*	1847.62
SCAs062	*jacL-62*	2294415..2294594	SCA_2236	<	SCA_2237	265.8
SCAs063	*jacL-63*	2303997..2304203	SCA_2247	>	SCAs064	1295.28
SCAs064	*jacL-64*	2304288..2304494	SCAs063	>	SCA_2248	166.93
SCAs065	*jacL-65*	2312205..2312796	SCA_2253	<	SCAs066	2442.46
SCAs066	*jacL-66*	2313086..2313451	SCAs065	>	SCA_2254	2055.21
SCAs067	*jacL-67*	2322081..2322191	*acsA*	>	*putP*	1655.25
SCAs068	*jacL-68*	2375256..2375403	SCA_2309	>	SCAs069	60.61
SCAs069	*jacL-69*	2375475..2375602	SCAs068	>	SCAs070	3569.06
SCAs070	*jacL-70*	2375660..2375782	SCAs069	<	*opuD*	27.01
SCAs071	*jacL-71*	387163..387583	SCAs014	>	*nrdI*	153.1
SCAs072	*jacL-72*	2550964..2551426	SCA_2464	>	*serS*	45.21
SCAs073	*jacL-73*	1295825..1296074	SCA_1288	<	*thrS*	1306.39
SCAs074	*jacL-74*	1732302..1732452	SCA_1707	<	*rplQ*	4134.38
SCAs075	*jacL-75*	756990..757182	SCA_0755	>	*pheS*	165.26
SCAs076	*jacL-76*	1639798..1639959	*rpmE*	<	*rho*	514.78
SCAs077	*jacL-77*	2552910..2553191	*serS*	<	*hutH*	153.16
SCAs078	*jacL-78*	1574476..1574699	SCA_1558	>	*ilvD*	467.22
SCAs079	*jacL-79*	16200..16350	*metC*	<	SCAs002	699.7
SCAs080	*jacL-80*	203095..203214	*rplA*	>	*rplJ*	2129.15
SCAs081	*jacL-81*	1298095..1298341	*thrS*	<	*dnaI*	793.63
SCAs082	*jacL-82*	1728725..1728877	*rplM*	<	*truA*	297.5
SCAs083	*jacL-83*	1200679..1200816	SCA_1186	>	*glyS*	334.65
SCAs084	*jacL-84*	1674226..1674513	*glmS*	<	*mtlA*	57.68
SCAs085	*jacL-85*	365862..366036	SCA_0360	<	SCA_0361	32.28
SCAs086	*jacL-86*	1648746..1648822	*pyrG*	<	SCA_1631	207.11
SCAs087	*jacL-87*	1278047..1278317	*valS*	<	*tag*	202.29
SCAs088	*jacL-88*	605369..605416	*pepF*	>	SCA_0600	699.1
**SCAs089**	*jacL-89*	1811579..1811734	SCA_1806	<	SCA_1807	10.65

*Gene.

†RPKM, reads per kilobase material per million reads.

### Defining the core staphylococcal sRNA content

Given that a primary goal of this study was to better understand the sRNAs that are specific to each species, and that may contribute to their individual lifestyles, we first set out to elucidate the shared sRNA content of the staphylococci (Fig. 3 and Table S2). An sRNA in one genome was considered homologous to another gene if blast searches returned an E-value ≤10^−10^ in a region that had been annotated. As such, we queried all sRNAs from each organism in a nucleotide blast search against the genomes of the other two staphylococcal species to gain a comprehensive overview of the shared and unique sRNAs encoded by each genome.

**Fig. 3.**
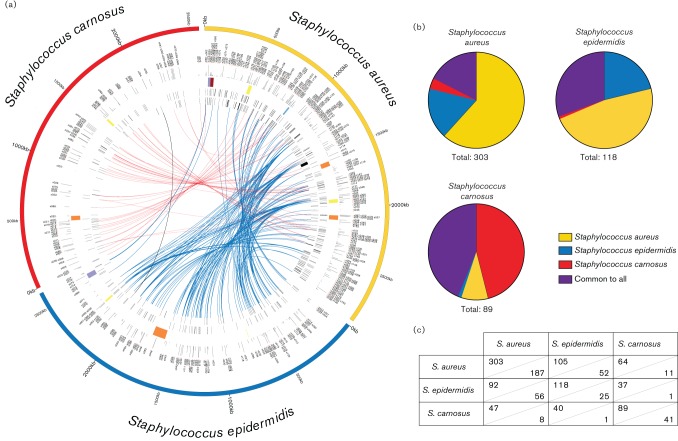
Shared and unique sRNA content amongst the staphylococci. (a) Depicted from the outermost semicircle inward are: the genome of *S. aureus*, sRNA annotations, expression level of each sRNA under standard conditions, genomic landmarks [SCCmec (purple), pathogenicity islands (red), prophages (orange) and other genomic islands (yellow)], sRNAs encoded on the forward strand and, innermost, the reverse strand. The inner links connect sRNAs that have sequence conservation. Red and blue links show homologous sRNAs between *S. aureus* and either *S. carnosus* or *S. epidermidis*, respectively; and the black link indicates a single homologous sRNA shared between *S. epidermidis* and *S. carnosus* but with no relation to any in *S. aureus.* (b) Pie charts representing the portion of sRNA content that is shared with each of the species in this study. The total sRNA content of each genome is indicated. (c) Numbers used to generate images in (b). Shown is the number of sRNAs shared between a given species pairing (upper section of each cell) as well as the number of sRNAs unique to a given species pairing (lower section of cells). For example, *S. aureus* has 105 sRNAs in common with *S. epidermidis*, but only 52 of these 105 are unique to *S. aureus* and *S. epidermidis* (i.e. not found in *S. carnosus*). When viewing these data, an organism-specific point-of-view must be employed to understand the differences in numbers from similar comparisons. Specifically, the numbers are different for *S. aureus* vs. *S. epidermidis* (105 and 52 sRNAs shared and specific, respectively) compared with *S. epidermidis* vs.* S. aureus* (92 and 56 sRNAs shared and specific, respectively) because *S. aureus* has 52 sRNAs that are homologous to 56 sRNAs in *S. epidermidis.*

A confounding issue to this approach, however, is that there does not appear to be a 1 : 1 ratio of sRNAs from one organism to another. For example, a number of sRNAs from *S. aureus* have significant sequence homology to several sRNAs from *S. epidermidis* (described in more detailed below ). Indeed, this is not a lone occurrence as each organism comparison results in several such relationships. Accordingly, the unique and shared sRNA content of the staphylococci can only be specifically calculated from one genome to another, rather than across the genus as a whole. Such analyses are visually represented in Fig. 3(a) where links represent a homologous relationship between sRNAs of *S. aureus* and *S. epidermidis* (blue) or *S. carnosus* (red). 

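Table S2 joined to the deposited sRNAs gave 80 *S. aureus* sRNAs with an annotated homologue in *S. epidermidis*, of which 15 had several. Entries that name a gene, or the strand opposite one, were not counted, and the 80 is fewer than the paper's count. SAUSA300s206 and SAUSA300s288 had the most, with 25 each. In the other direction, 95 *S. epidermidis* sRNAs, the named SRP RNA, RNase P RNA and tmRNA included, had an annotated *S. aureus* homologue. Of the 95, 36 had several. SERPs108 was listed for 9 *S. aureus* sRNAs and SERPs022 for 7. In *S. carnosus*, 46 *S. aureus* sRNAs had an annotated homologue, 5 of them several, and SAUSA300s007, SAUSA300s037 and SAUSA300s038 had 3 each. The 47 *S. carnosus* sRNAs with an *S. aureus* homologue included 7 with a pair of them. One-to-one relationships made up 54 pairs between *S. aureus* and *S. epidermidis* and 37 pairs between *S. aureus* and *S. carnosus*.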

A single sRNA exists in *S. epidermidis* and *S. carnosus* that shares homology to each other but has no relationship to any in *S. aureus* (black link). The relative (Fig. 3b) and absolute (Fig. 3c) number of shared sRNAs by genome vary significantly. At first glance it is readily apparent that nearly two-thirds of the sRNAs (187 of 303) previously identified in *S. aureus* are unique to this organism (Fig. 3b, c). 

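With annotated sRNAs counted as homologues, 216 of the 303 *S. aureus* sRNAs had no homologue in either other species (71.3 %, exact Clopper-Pearson interval 65.8 to 76.3 %). A further 41 were shared with *S. epidermidis* only and 7 with *S. carnosus* only. When Table S2 entries that name a gene, or the strand opposite one, were counted as well, 187 had none. The median RPKM of the 216 was 58.6 (95 % interval 39.2 to 81.9), and 161 of them were detected (74.5 %, 68.2 to 80.2 %), while 31 had 0 reads. Some were nevertheless among the highest of the library. SAUSA300s171, a 138 nt sRNA at positions 282760 to 282897 on the forward strand, had an RPKM of 45935 (45266 to 46611) and ranked 2. SAUSA300s084, 1217 nt long, had an RPKM of 9919 (9815 to 10025). SAUSA300s297 (85 nt) and SAUSA300s078 (191 nt) reached 8797 (8427 to 9180) and 8280.1 (8040 to 8526). SAUSA300s303 had an RPKM of 4195 and SAUSA300s127 had 3010. SAUSA300s063, whose Table S2 entries lie opposite *hup* in both other species, had an RPKM of 6510 (6268 to 6758). The sRNAs shared with *S. epidermidis* only had a median of 117 (74.4 to 241), and those shared with *S. carnosus* only had 213 (29.3 to 1719).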

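In *S. carnosus* TM300, 42 of the 89 sRNAs had no annotated *S. aureus* homologue in Table S2 (47.2 %, exact Clopper-Pearson interval 36.5 to 58.1 %). This number includes the sRNA whose only homologue is in *S. epidermidis*, which the table does not name. Their median RPKM was 963 (95 % interval 323 to 1714), at percentile 87.2 of random lists of the same size from this library. Of the 42, 41 were detected. Beside SCAs009 and SCAs017, they included SCAs042, a 74 nt transcript next to the leucyl-tRNA synthetase gene *leuS*, with an RPKM of 9332 (8922 to 9757). SCAs015 had an RPKM of 7577 (7294 to 7868) and SCAs054 had 6969 (6864 to 7074). The 8 sRNAs shared with *S. aureus* only had a median of 158 (0 to 1185), at percentile 1.43.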

*S. carnosus* has the next highest number of unique sRNAs, 41 of 89 (Fig. 3b, c). The high percentage of unique sRNAs in *S. carnosus* (~46 %) is perhaps to be expected, as it is the most distantly related of the three organisms in this study. In contrast, *S. epidermidis* has the least number of unique sRNAs, at 25 of 118 (~21 %) (Fig. 3c), meaning that nearly 79 % of its sRNA content is shared with *S. aureus* and/or *S. carnosus* (Fig. 3b, c). Collectively, we identified 53 core and 187 unique sRNAs in *S. aureus*, 36 core and 25 unique sRNAs in *S. epidermidis* and 39 core and 41 unique sRNAs in *S. carnosus* (Fig. 3b, c). 

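Of the 118 numbered *S. epidermidis* sRNAs, 26 had no annotated *S. aureus* homologue, a number that again includes the sRNA shared with *S. carnosus* alone. All 26 were detected, SERPs005 among them from 1 read only. Their median RPKM was 361 (95 % interval 193 to 1244), at percentile 86.7 of random lists of the same size. SERPs075 next to *mecI* was the highest of them. SERPs049, between *murAB* and the aldolase gene *fbaA*, followed with an RPKM of 3550.4 (3327 to 3785), and SERPs046 and SERPs053 also belonged to this class. The 55 sRNAs shared with *S. aureus* only had a median of 125 (60.6 to 218), at percentile 0, and the highest of them was SERPs084 next to the ribosomal protein gene *rpsJ*, with an RPKM of 2448 (2179 to 2741). Of the 55, 25 are the homologues of SAUSA300s206 in Table S2, a set that differs from the one the paper aligned for SERPsCon. They are called the SERPsCon family here, and their median was 39.4. With that family left out of the library, the other 30 had a median of 251 (125 to 510), at percentile 2.44, and those with no annotated homologue lay at percentile 48.4.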

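The sRNAs with annotated homologues in all 3 species numbered 39 in *S. aureus*, 37 numbered sRNAs plus the 3 named RNAs in *S. epidermidis*, and 39 in *S. carnosus*. In *S. aureus* these core sRNAs had a median RPKM of 346 (95 % interval 130 to 870), above that of all 10000 random lists of 39 sRNAs from the library. In *S. epidermidis* their median was 501 (287 to 1456), at percentile 99.7 (92.4 without the SERPsCon family), and in *S. carnosus* it was 755 (338 to 1387), at percentile 57.3. The RPKM of homologous sRNAs was positively correlated between libraries. Across the 80 pairs of *S. aureus* and *S. epidermidis*, Spearman's rho of RPKM was 0.47 (bootstrap 95 % interval 0.28 to 0.64), and across the 46 pairs of *S. aureus* and *S. carnosus* it was 0.63 (0.41 to 0.79). Both lay above rho of all 10000 random re-pairings. Between *S. epidermidis* and *S. carnosus*, rho was 0.52 (0.23 to 0.73) across 39 pairs, each made of the homologues of 1 *S. aureus* sRNA. Some homologues enter more than 1 pair, such as SCAs088 through SAUSA300s051 and SAUSA300s052, and the bootstrap treats such pairs as separate. These correlations are across sRNAs, which are not independent replicates. Of 39 core sRNAs, 22 stood above the upper quartile of the *S. aureus* library, 16 above that of *S. epidermidis* and 10 above that of *S. carnosus*, and 7 above all of them, where independence among the core sRNAs would give 2.31. They were tmRNA (SAUSA300s006), SAUSA300s007 and sRNAs whose homologues lie next to *lysC* (SAUSA300s013), next to *aspS* (SAUSA300s026), between *rplA* and *rplJ* (SAUSA300s132), next to *hisS* (SAUSA300s147) and next to *infC* (SAUSA300s240). The interval of SAUSA300s007 (266, 216 to 323) holds the *S. aureus* quartile of 256, and of its *S. carnosus* homologues only SCAs019 (6847) lay above the quartile there, not SCAs012 (455) and SCAs057 (797). SAUSA300s240 had an RPKM of 1460 (1353 to 1572), but with the RPKM printed in Tables 1 and 2 it dropped out and 6 remained. SAUSA300s052, a 51 nt core sRNA, was high in *S. aureus* at 19740 (19023 to 20478), while its homologues SERPs021 and SCAs088 had 1855 and 437. Where a single sRNA had several homologues, their mean RPKM was used.

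**Figure D2:**
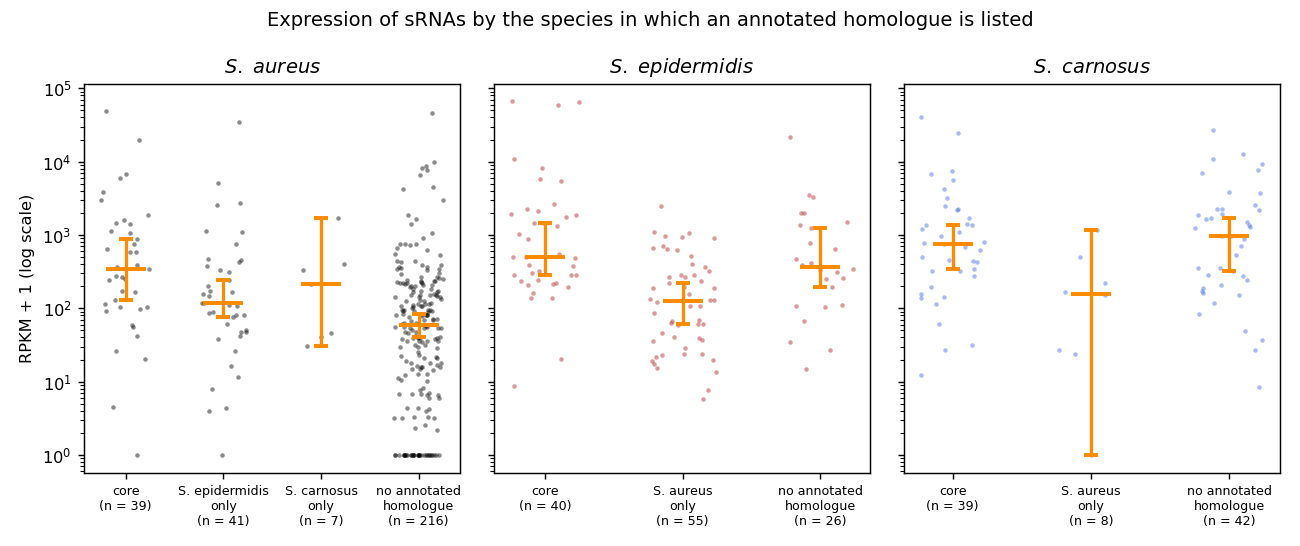
RPKM + 1 (y axis, log scale) of each annotated sRNA by conservation class (x axis) in each library. Points are sRNAs, and orange lines give the class median with its 95 % interval. In S. aureus the core median is 346 and that of sRNAs with no annotated homologue is 58.6, and in S. carnosus these medians are 755 and 963.

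**Figure D3:**
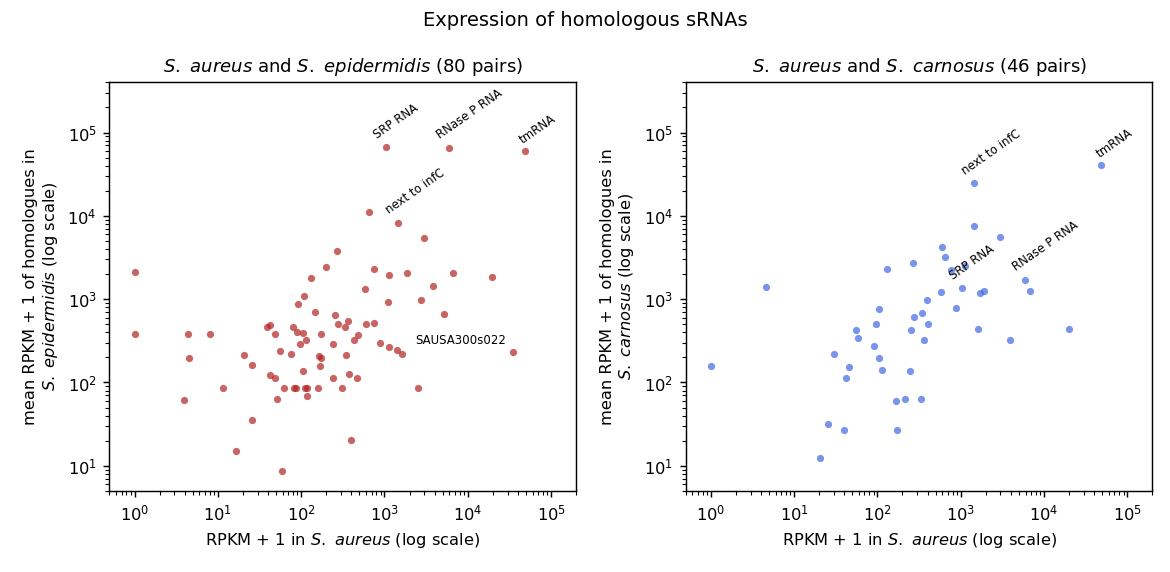
RPKM + 1 of S. aureus sRNAs (x axis, log scale) against the mean RPKM + 1 of their annotated homologues (y axis, log scale) in S. epidermidis (left, 80 pairs) and S. carnosus (right, 46 pairs). Each point is one S. aureus sRNA, and rho is 0.47 on the left and 0.63 on the right.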

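The sRNAs were also grouped by the genes next to them in Tables 1 and 2, with *S. aureus* members taken as their homologues. Among those next to ribosomal protein genes or *infC*, all 7 in *S. aureus* and all 6 in *S. epidermidis* lay above their library's median, as did 4 of 5 in *S. carnosus*. Their medians were 8.59, 5.64 and 3.13 times that of the library in *S. aureus*, *S. epidermidis* and *S. carnosus* (percentiles 99.3, 98.3 and 91.9 of random lists), and the interval in *S. carnosus* (274 to 24684) holds the library's median of 707. The group was fixed without SCAs076 next to *rpmE*, at 500 (438 to 570), and its homologue SAUSA300s131, at 404 (348 to 466). With them, 8 of 8 lay above the median in *S. aureus* (ratio 7.67) and 4 of 6 in *S. carnosus* (2.40). In *S. aureus* the members ranged from SAUSA300s121, at 1719, to SAUSA300s130, at 91.2. The sRNAs next to aminoacyl-tRNA synthetase genes were above the median in 13 of 13 cases in *S. aureus* (ratio 4.17, percentile 99.6) and in 12 of 14 in *S. epidermidis* (1.44, 82.6), but in 6 of 13 in *S. carnosus* (0.459, 14.0). SAUSA300s026 had an RPKM of 2953 (2825 to 3085) and its homologue SERPs033 next to *aspS* had 5364 (5113 to 5624). SCAs010, the lowest *S. carnosus* member, had 7.35 (2.39 to 17.1, 5 reads). The sRNAs next to biosynthetic genes with a known riboswitch or attenuator in their leader, such as *lysC*, *metK*, *ribD* and *pyrR*, lay above the median in 9 of 10 cases in *S. aureus* (ratio 3.50, percentile 97.7), 3 of 6 in *S. epidermidis* (3.54, 93.0) and 6 of 8 in *S. carnosus* (1.66, 76.3). The highest in *S. aureus*, SAUSA300s015 at 6703 (6446 to 6968), also has homologues next to *srrB*, and with only members whose annotated homologues all belong to the group, 4 of 5 lay above the median (ratio 1.88, percentile 75.9). SERPs003 next to *trpE* was lowest in *S. epidermidis*, at 14.1 (3.85 to 36.2). SRP RNA, RNase P RNA and tmRNA lay above the median in all 3 libraries (percentiles 99.7, 99.96 and 80.0). In *S. epidermidis* the ribosomal group's ratio fell to 3.28 among sRNAs of at least 100 nt and the leader group's to 1.96 on mean log2 values, and in *S. carnosus* the synthetase group's ratio was 0.715 among detected sRNAs and that of SRP RNA, RNase P RNA and tmRNA was 7.62 on mean log2 values. With the RPKM printed in Tables 1 and 2, the ribosomal group's ratio in *S. epidermidis* was 2.32. All *S. aureus* members of the groups by neighbouring gene have an annotated homologue by selection. *S. aureus* sRNAs with an annotated homologue had a median RPKM of 173, against 87.3 for the library. The high *S. aureus* ratios and percentiles therefore do not separate the neighbouring gene from having a homologue.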

The conservation of sequence and expression suggests that these sRNAs may be involved in more central and conserved processes, such as metabolism. As such, unique sRNAs may represent elements that are probably involved in individual, species-specific adaptation, which, in the case of *S. aureus*, suggests virulence processes.

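In *S. aureus*, the median RPKM of core sRNAs was 5.89 times that of sRNAs with no annotated homologue (bootstrap 95 % interval 2.42 to 14.2). In *S. epidermidis* the ratio was 1.39 (0.529 to 4.51) and in *S. carnosus* it was 0.784 (0.320 to 2.72), and both of these intervals include equal medians. Among detected sRNAs, the *S. aureus* ratio was 3.44 (1.72 to 8.13), with medians of 364 for core sRNAs and 106 for those with no annotated homologue. From the shared sequence and expression of the core sRNAs, the paper proposes that they may be involved in more central processes such as metabolism, and that unique sRNAs may be elements probably involved in adaptation of each species, which in *S. aureus* it links to virulence.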

**Fig. 4.**
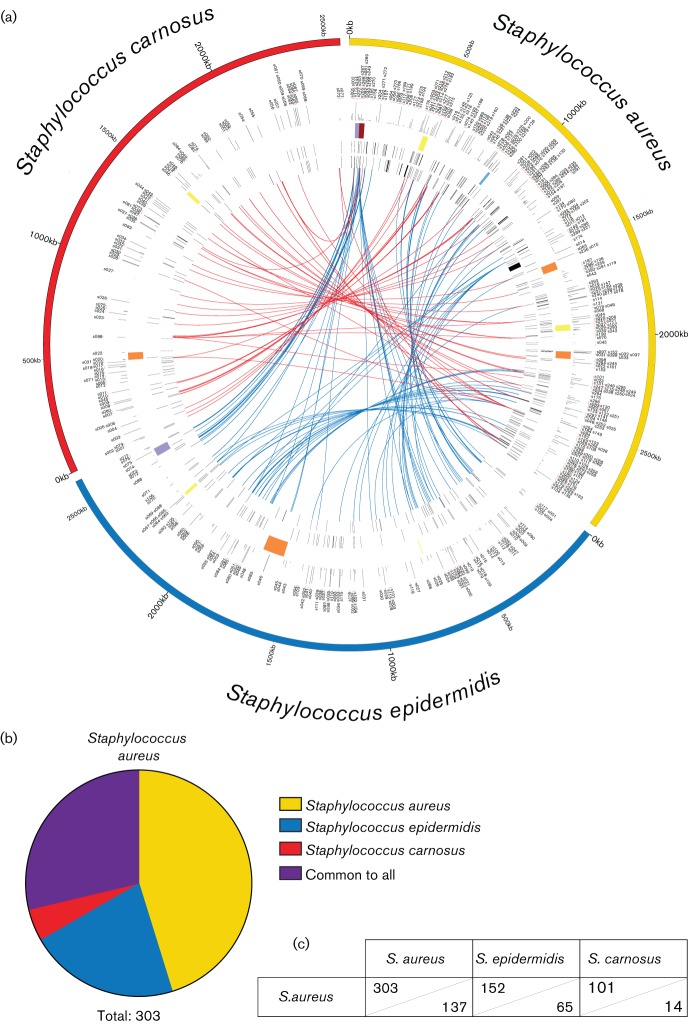
The identification of transcriptionally silent *S. aureus* sRNAs in *S. epidermidis* and *S.* *carnosus.* (a) Data are arranged in the same manner as Fig. 3(a), with the following differences: links connect annotated sRNAs of *S. aureus* to homologous regions within the chromosomes of *S. epidermidis* (blue) and *S. carnosus* (red) that do not show transcriptional activity in these latter species. Regions were considered homologous if blast search returned an E-value of <10^–10^. (b) Pie chart showing the total shared and unique sRNA content of *S. aureus* including the expressed sRNAs from Fig. 3 and the homologous unexpressed from (a). (c) Numbers used to generate images in (b). Shown are the number of small RNAs shared between a given species pairing (upper section of cells) as well as the number of sRNAs unique to a given species pairing (lower section of cells).

**Fig. 5.**
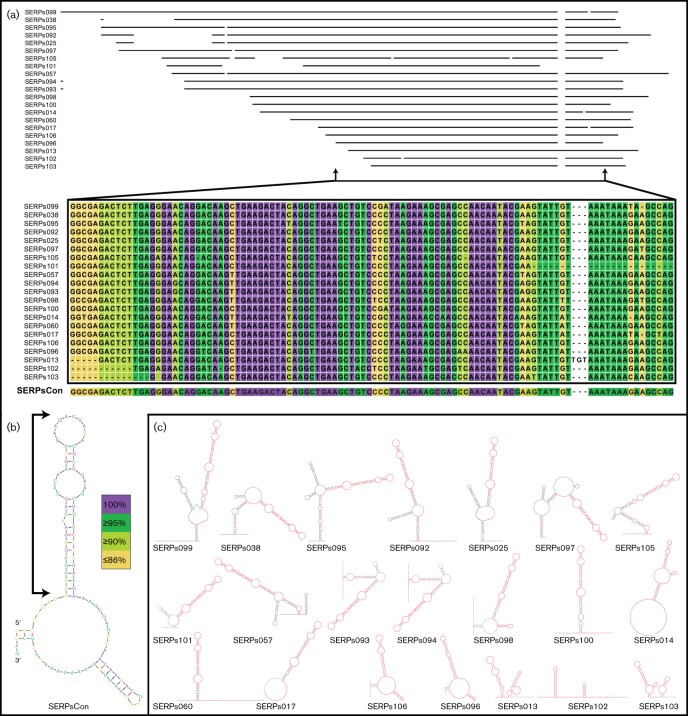
Sequence and structural conservation of several highly related and newly identified *S. epidermidis* sRNAs. (a) A sequence alignment of 21 newly identified sRNA genes from *S.* epidermidis, with a particular focus on the most conserved region within each. Within the zoomed in region, conservation at the nucleotide level is shown, with a consensus sequence generated from the alignment presented (SERPsCon). The level of conservation of each nucleotide is indicated by colour, and the number of sequences containing the conserved residue from all 21 sRNAs. Purple, conservation in all 21 sequences; dark green, 20/21; yellow, 19/21; orange, ≤ 18/21; and white, not conserved, and not included in the consensus sequence. Alignment, conservation analysis and consensus sequence generation were performed using the CLC Genomics Workbench software. (b) RNA secondary structure prediction for the consensus sequence generated in (a), with each residue colour coded to its level of conservation, as detailed in (a). RNA secondary structure predictions were generated using the mfold software. (c) RNA secondary structure predictions for each of the 21 sRNAs from the alignment. The most highly conserved region of each [from the zoomed in area in (a)] is highlighted in red. RNA secondary predictions were again generated using the mfold software.

A consideration with these data is that ours is the first study to evaluate *S. epidermidis* and *S. carnosus* sRNAs, which are derived from a single transcriptomic experiment. Conversely, studies by many groups, using a wealth of different approaches, have contributed to the 303 *S. aureus* sRNAs identified thus far. This is placed in context when one considers that the *S. aureus* sRNA content is greater than that from *S. epidermidis* (118 in total) and *S. carnosus* (89 in total) combined. 

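In the single culture condition of these libraries, 242 of the 303 *S. aureus* sRNAs were detected (79.9 %, exact Clopper-Pearson interval 74.9 to 84.2 %). This is more than the 202 detected in *S. epidermidis* and *S. carnosus* together. Those catalogues were annotated from the same experiment and that of *S. aureus* was not, so the shares detected cannot be compared. At an RPKM of at least 100 the order changed, with 140 in *S. aureus* against 165 in the other species together. The *S. aureus* sRNAs with 0 reads numbered 33, and 53 had 3 reads or fewer. The median RPKM of the *S. aureus* library was 87.3 (95 % interval 62.2 to 107), with a median of 59 reads per sRNA. *S. epidermidis* had a median of 57 reads and *S. carnosus* of 371. Among the *S. aureus* sRNAs with an RPKM below 10 was the longest annotation, SAUSA300s174, whose Table S2 entry is antisense to *ebh* and which had an RPKM of 9.10 (8.48 to 9.75), from 807 reads over 31266 nt.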

As such, the possibility remains that several other sRNAs exist in these latter two species, but are not expressed under the conditions tested in our study. Accordingly, all sRNAs from *S. aureus* that showed significant sequence homology (E-value ≤10^−10^) to regions in the *S. epidermidis* or *S. carnosus* chromosomes were identified and denoted (Fig. 4a, Table S2). These regions were not annotated as sRNAs in the newly generated genome annotations, but their locations have been recorded (Table S2). While these loci did not show any transcriptional activity in *S. epidermidis* or *S. carnosus* in our study, they do share high sequence homology to known sRNAs of *S. aureus*, and thus may be expressed under different conditions not examined within this study. These transcriptionally inactive regions are linked to their homologous sRNA in *S. aureus* using blue and red links (*S. epidermidis* and *S. carnosus*, respectively) as before (Fig. 4a). 

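Table S2 gives positions for 79 unannotated regions in *S. epidermidis*, homologous to 48 *S. aureus* sRNAs, and for 45 in *S. carnosus*, homologous to 36. In each species, 1 region overlapped an annotated sRNA with reads, and both regions are listed for SAUSA300s246. The *S. epidermidis* region at positions 1774668 to 1774784 shares 83 nt (70.9 % of the region) with SERPs050, a reverse strand sRNA between *pyrG* and *rpoE* with an RPKM of 2090.0 (95 % interval 1838 to 2367). The *S. carnosus* region at positions 1648741 to 1648856 shares 77 nt (66.4 %) with SCAs086, also on the reverse strand, with an RPKM of 157 (109 to 219). Table S2 lists SERPs050 and SCAs086 as homologues of SAUSA300s295, which lies on the strand opposite SAUSA300s246 at the same place in *S. aureus*. The table gives no strand for the regions, so these reads cannot be assigned to either strand of them. The other regions hold no annotated sRNA, and the reads on them were not analysed here. The paper proposes that these loci may be expressed under conditions it did not examine.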

When one factors these homologous, transcriptionally inactive regions into the shared and unique calculations, a very different picture appears (Fig. 4b, c). Specifically, the number of shared sRNAs increases greatly, elevating the putative *S. aureus* core-sRNA content from 53 to 87, whilst at the same time decreasing the number of unique sRNAs from 187 to 137.

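With every entry of Table S2 counted, 87 *S. aureus* sRNAs had a homologue in both other species, 65 in *S. epidermidis* only, 14 in *S. carnosus* only and 137 in neither. The 137 had a median RPKM of 52.7 (95 % interval 34.3 to 82.8), at percentile 0.14 of random lists of the same size. Of these, 94 were detected (68.6 %, exact Clopper-Pearson interval 60.1 to 76.3 %) and 26 had 0 reads. The 50 *S. aureus* sRNAs whose only homologues are unannotated regions had a median of 91.6 (46.5 to 154), at percentile 60.1, and 44 of them were detected (88.0 %, 75.7 to 95.5 %). The highest of these were SAUSA300s125, a 93 nt sRNA at positions 589201 to 589293 with an RPKM of 7760.0 (7428 to 8104), SAUSA300s162 with 4500 (4344 to 4660) and SAUSA300s113 with 1878 (1786 to 1974). By comparison, the sRNAs with an annotated homologue in at least 1 species had a median of 173 (110 to 334).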

**Fig. 6.**
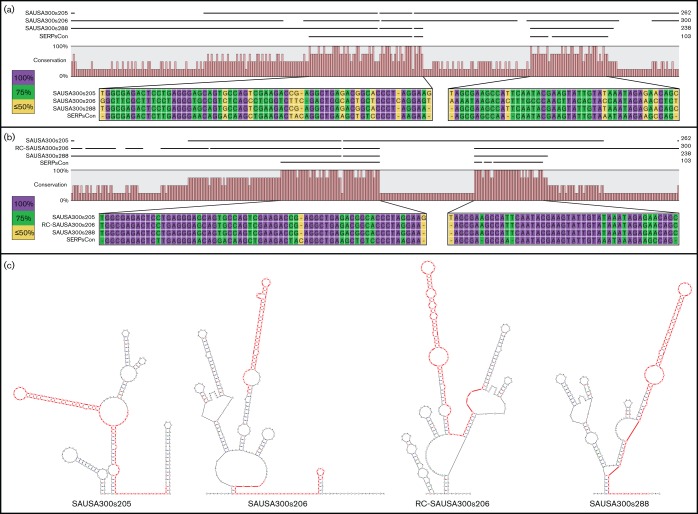
The *S. epidermidis* sequence and structural motif is conserved in homologous sRNAs in *S. aureus.* (a) Sequence alignment of three sRNA genes (SAUSA300s205, SAUSA300s206 and SAUSA300s288) from *S. aureus* and the consensus sequence generated (SERPsCon) in Fig. 4(a). Sequence annotations are shown on the left, and on the right total sequence length. Zoomed in areas show nucleotide conservation amongst the four sequences, with the conservation for each residue indicated by colour. Purple is 100 % conservation, green is 75 % and yellow is 50 % or below. (b) As in (a), but containing the reverse complement region of SAUSA300s206 (RC-SAUSA300s206) instead of its native orientation. (c) Secondary structure predictions for each *S. aureus* sRNA as well as RC-SAUSA300s206. Regions sharing a high level of homology to SERPsCon as determined in (a) (SAUSA300s206) or (b) (the rest) were highlighted in each structure prediction. RNA secondary predictions were generated using the mfold software.

### ORF prediction and conservation

The genomes of *S. aureus* USA300, *S. epidermidis* RP62a and *S. carnosus* TM300 have previously been annotated for standard genomic features, including origin of replication, tRNAs, rRNAs and protein-coding genes. During the automated annotation process, ORFs smaller than 50 codons in length are generally dismissed, but the importance of small peptides (those smaller than 50 aa) encoded by small ORFs is becoming increasingly recognized (Hobbs *et al.*, 2011; Storz *et al.*, 2014). As such, we examined the predicted ORF content of the newly annotated transcripts, as our annotation process does not exclude potential protein-coding genes (Tables S3 and S4). In *S. epidermidis*, only a single newly annotated transcript had a predicted ORF of 50 codons or longer, whilst 111 had predicted ORFs between five and 50 codons, and six had no predicted ORFs of five or more codons. Similarly, in *S. carnosus* six newly annotated transcripts had predicted ORFs greater than 50 codons, 73 had ORFs between five and 50 codons long and 11 sRNAs had no identifiable ORFs of five or more codons. 

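In *S. epidermidis*, the only transcript that Table S3 places above 50 codons is SERPs097, a 188 nt sRNA with an RPKM of 18.6 (95 % interval 6.04 to 43.4, 5 reads). The 111 transcripts with ORFs of 5 to 50 codons had a median length of 155 nt, and the 6 with none were shorter, with a median of 84 nt and a median RPKM of 103. In *S. carnosus*, the 6 transcripts above 50 codons had a median length of 230 nt and a median RPKM of 488. The 72 that Table S3 lists with ORFs of 5 to 50 codons had a median RPKM of 740.1, and the 11 with none had 678 at a median length of 127 nt. The *S. aureus* sRNAs split further apart, since the 41 with no ORF of 5 codons had a median length of 62 nt and a median RPKM of 5.51. The 209 with ORFs of 5 to 50 codons had a median RPKM of 112, and the 53 above 50 codons had 76.2 at a median length of 650.0 nt.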

Importantly, none of the predicted ORFs within each of the organisms examined had any significant homology to any protein with known function aside from the *S. aureus* Δ-hemolysin. Furthermore, the predicted ORFs from all three organisms also have very little similarity to each other, suggesting that these may not be translated (Tables S5 and S6). *S. epidermidis* and *S. carnosus* have a similar number of predicted ORFs per sRNA (3.3 ORFs and 3.9 ORFs per sequence, respectively) whereas the *S. aureus* sRNAs contain a much higher number of predicted ORFs (11.2 ORFs per sequence). This discrepancy is probably due to a difference in the average size of annotated sRNAs, as *S. aureus* has an average sRNA size of 506 nt compared with *S. epidermidis* and *S. carnosus* with 190 and 217 nt, respectively. 

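The annotated *S. aureus* sRNAs had a mean length of 496 nt, against 180 nt in *S. epidermidis* and 218 nt in *S. carnosus*. Their medians were closer, at 184, 155 and 186 nt. The *S. aureus* mean holds 30 annotations of more than 1000 nt, among them SAUSA300s174, and was 394 nt without that sRNA. In *S. epidermidis* only SERPs046 was longer than 1000 nt, and the longest *S. carnosus* sRNA was SCAs025, at 926 nt. At the short end, 60 *S. aureus*, 19 *S. epidermidis* and 5 *S. carnosus* sRNAs were under 100 nt. ORFs of at least 5 codons in Table S4, divided by the number of sRNAs, came to 10.3 per sRNA in *S. aureus* (3122 ORFs), 3.29 in *S. epidermidis* (388) and 3.79 in *S. carnosus* (337). From these averages, the paper reasons that the difference in ORFs per sRNA is probably due to sRNA size.

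**Figure D4:**
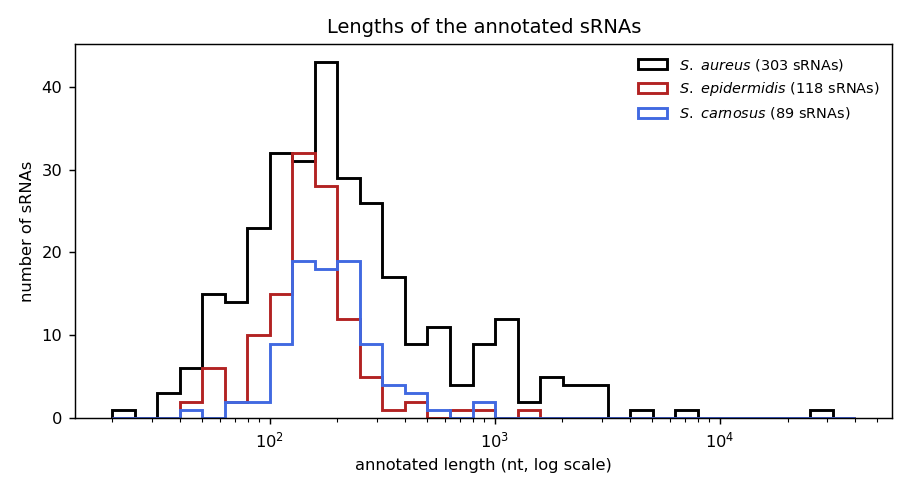
Number of sRNAs (y axis) by annotated length (x axis, nt, log scale) in each species, drawn as a histogram. Medians are 184 nt in S. aureus, 155 nt in S. epidermidis and 186 nt in S. carnosus, and the longest annotation is SAUSA300s174 at 31266 nt.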

As a note, the algorithm used to predict potential ORFs can predict more than one ORF per sRNA but does not evaluate the presence or absence of a ribosomal binding site. As such, the presence of an ORF does not provide any information on the likelihood of translation.

### An interspecies conserved and recurring sRNA structural motif

Initial investigations into the overall conservation of sRNA content in the staphylococci revealed the presence of a number of* S. epidermidis* elements with homology to sRNAs from *S. aureus (*Fig. 3a). 

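Table S2 lists 25 *S. epidermidis* sRNAs as homologues of SAUSA300s206, and the same 25 for SAUSA300s288. This set differs from the one the paper aligned, since it includes SERPs069, which is shorter than the paper's shortest member. Expression of the 25 was low. The median RPKM was 39.4 (95 % interval 22.3 to 106), or 0.141 times the median of the library, below that of all 10000 random lists of 25 sRNAs. Only SERPs060, with an RPKM of 918 (783 to 1069, 164 reads), and SERPs103, with 284 (200.2 to 392), lay above the library's median, and the interval of SERPs103 includes that median. SERPs104 followed with 263 (204 to 333). The lowest were SERPs106 at 12.4 (1.499 to 44.7, 2 reads), SERPs101 at 6.66 (0.169 to 37.1, 1 read) and SERPs094 at 4.82 (0.122 to 26.9, 1 read). Together the 25 had 536 reads, of which 6.90 % mapped to more than 1 place, and 12 of them had at least 10 reads. Because these sRNAs share sequence, single values are uncertain.

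**Figure D5:**
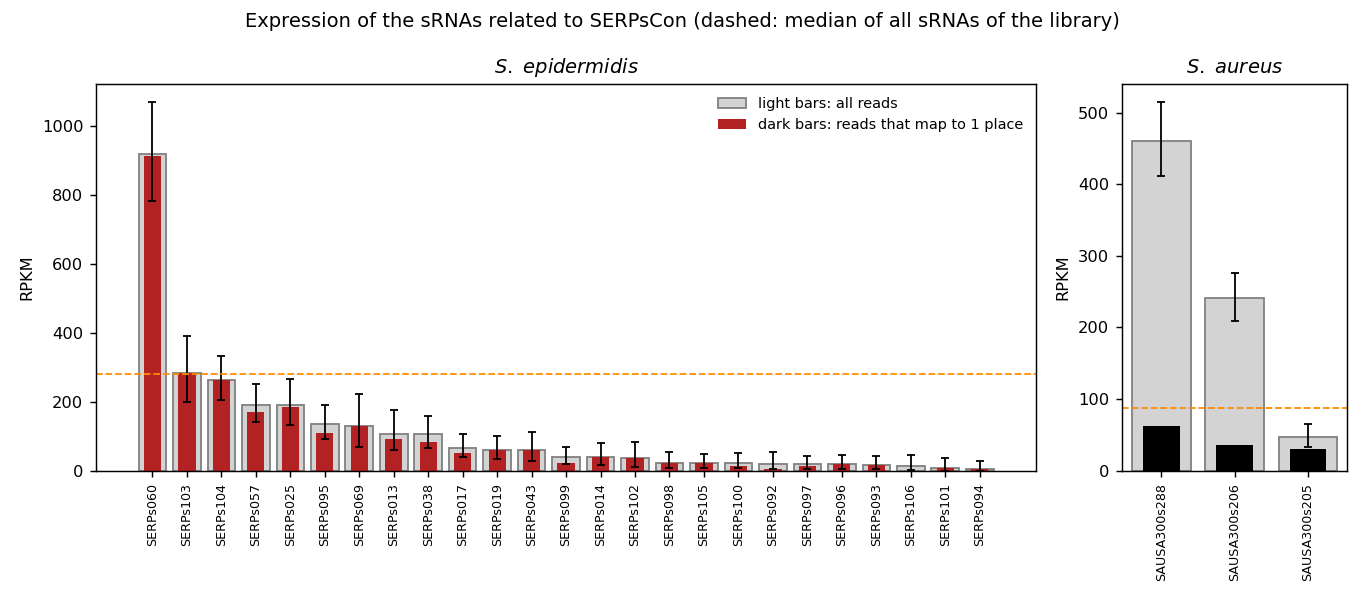
RPKM of the 25 S. epidermidis sRNAs (left) and of SAUSA300s205, SAUSA300s206 and SAUSA300s288 (right). Light bars count all reads, dark bars only reads that map to 1 place, error bars are 95 % Poisson intervals, and the dashed line is the median of the library. SERPs060 reaches 918, and 23 of the 25 lie below the dashed line.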

Twenty-one sRNAs from *S. epidermidis* and three from *S. aureus* demonstrate a higher than random level of homology as first identified by blast analysis (Fig. 3a), and confirmed by sequence alignments (Figs 5a, 6a and S2). The sRNAs identified in *S. epidermidis* have a significantly higher level of nucleotide identity to each other (as determined by pairwise comparisons) than to the sRNAs of *S. aureus*, or that the *S. aureus* sRNAs do with each other (Figs S2–S4). Furthermore, while sequence conservation does exist between SAUSA300s206 and the other 23 sRNAs identified, it is the most divergent sequence (Figs 6a, S2 and S3).

The 21 highly related sRNA genes in *S. epidermidis* have a higher relative G+C content, ranging from 32.6 % for SERPs014 to 44.2 % for SERPs106, than the relative G+C content of the *S. epidermidis* genome (32.2 %). They also span a range of sizes from 98 bp (SERPs103) to 217 bp (SERPs099), with this variation seemingly attributable to differences in their 5' regions (Fig. 5a). Conversely, each sequence shares a key region of high conservation that extends approximately from the middle of the sequence to its 3′ end. This common region demonstrates nucleotide-level conservation of 71.4–100 %, not including the 3 bp insertion found in SERPs013. 

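In the deposited annotation, the 25 *S. epidermidis* homologues of SAUSA300s206 in Table S2 had a median length of 152 nt and ranged from 70 nt (SERPs069) to 213 nt (SERPs099). SERPs103 was 91 nt long, SERPs013 99 nt, SERPs106 113 nt and SERPs014 127 nt. On the forward strand there were 10 and on the reverse strand 15. SERPs013 had an RPKM of 106 (95 % interval 59.3 to 175), against 38.6 (15.5 to 79.4) for SERPs014, and these intervals overlap. Other *S. epidermidis* sRNAs within the same range of lengths, 64 in number, had a median RPKM of 336 (245 to 663). The list for SAUSA300s205 is shorter, with 22 sRNAs, and 21 are listed for all 3 *S. aureus* sRNAs. These are not the 21 that the paper aligned, since they lack SERPs099, which the paper includes.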

Using this information, we generated a consensus sequence (SERPsCon) that reflects the nucleotide identity of >71 % of the sequences in the conserved region.

The SERPsCon sequence and each *S. epidermidis* sRNA were subjected to secondary structure prediction using the mfold software (Fig. 5b, c, respectively) (Zuker, 2003). The predicted SERPsCon structure includes a stem with two single-stranded regions, and a terminal loop (bracketed) near the 5′ end of the molecule that includes 28 of the 38 residues conserved in all 21 sequences (Fig. 5a, b). The terminal single-stranded region of the SERPsCon structure within the bracket has a 10 nt sequence that is variable only at the ninth residue, and defined by the sequence motif 5′-GAAGACUAYA (Fig. 5b). Furthermore, mfold secondary structure predictions performed on the 21* S. epidermidis* sRNAs suggest the sequence homology extends to structural conservation. The secondary structure predictions suggest that in all 21 of these elements, the region corresponding to SERPsCon (Fig. 5c, red regions) includes an extended stem-loop structure that is identical (for 17 of the 21) to the motif defined in SERPsCon (5′-GAAGACUAYA). The remaining four sRNAs have the same sequence motif at the terminus of a stem, although the optimal structure, as predicted by mfold, suggests less single-strandedness. The conserved region and terminal loop do not appear to be related to any known RNA families or motifs as determined by an Rfam analysis (http://rfam.xfam.org/) (Nawrocki *et al.*, 2015), and thus may constitute a new regulatory RNA family.

Initial sequence analysis of SAUSA300s205, SAUSA300s206 and SAUSA300s288 determined that these sRNAs share less sequence similarity than their *S. epidermidis* counterparts (Figs S3 and S4). SAUSA300s205 and SAUSA300s288 are more similar to each other than to SAUSA300s206 (Figs 6a, S2 and S3), although upon further examination it was noted that SAUSA300s205 and SAUSA300s288 share more similarity with the reverse complement of SAUSA300s206 (RC-SAUSA300s206) (Figs 6b, S2 and S3). Secondary structure predictions suggest at least partial structural conservation between SAUSA300s205 and SAUSA300s288 in relation to SERPsCon and the other *S. epidermidis* sRNAs (Fig. 6c). The predicted secondary structure of SAUSA300s288 has the highest level of structure and sequence conservation, with nine residues in the terminal loop structure, seven of which are perfectly conserved in relation to SERPsCon (Fig. 5b). SAUSA300s205 contains a 59 nt insert within the region corresponding to SERPsCon that necessarily shifts the structure, resulting in a slightly lower level of sequence conservation in the terminal loop (six of nine residues) (Fig. 6c). Folding predictions of SAUSA300s206 suggest very little, if any, structural conservation, mirroring the lack of sequence similarity, with the other sRNAs (Fig. 6a, c). However, as perhaps is expected, mfold analysis of RC-SAUSA300s206 suggests structural conservation including the terminal loop (six of nine residues) (Fig. 6c).

The antisense nature of SAUSA300s206 in comparison with SAUSA300s205 and SAUSA300s288 hints at the possibility of an interaction between SAUSA300s206 and the other two sRNAs. 

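Reads of all 3 *S. aureus* sRNAs were present in the same library. SAUSA300s288, at positions 1429517 to 1429754 on the forward strand (238 nt), was highest, with an RPKM of 460.5 (95 % interval 411 to 515, 311 reads). SAUSA300s206, at positions 1909875 to 1910174 on the forward strand (300 nt), had an RPKM of 241 (209 to 276). SAUSA300s205, at positions 1191256 to 1191517 on the forward strand (262 nt), was lowest, at 47.1 (32.8 to 65.5, 35 reads). Over all reads, SAUSA300s206 was 5.12 times as high as SAUSA300s205 (3.56 to 7.55) and SAUSA300s288 was 9.78 times as high (6.88 to 14.3). However, 82.8 % of the reads on these sRNAs also fit another place. From the reads that mapped to 1 place only (42 for SAUSA300s288, 31 for SAUSA300s206 and 22 for SAUSA300s205), SAUSA300s206 was 1.23 times as high as SAUSA300s205 (0.690 to 2.23), and SAUSA300s288 was 2.10 times as high as SAUSA300s205 (1.23 to 3.70). These ratios use the full annotated lengths, although 84.9 % of the SAUSA300s206 reads, 86.5 % of the SAUSA300s288 reads and 37.1 % of the SAUSA300s205 reads were left out. The intervals do not cover this unequal loss, so the ratios do not settle the relative expression of the 3 sRNAs.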

To evaluate this potential, we queried the SAUSA300s206 sequence against the target sequences SAUSA300s205 and SAUSA300s288 using RNA–RNA interaction prediction software, IntaRNA (http://rna.informatik.uni-freiburg.de/) (Busch *et al.*, 2008; Wright *et al.*, 2014). Perhaps unsurprisingly, the predicted areas of interaction between SAUSA300s206 and both of the other sRNAs are extensive, and have a very low free energy (−181.7 and −95.3 kcal mol^−1^ for SAUSA300s205 and SAUSA300s288, respectively) thus making these interactions energetically favorable.

### Functional prediction of *S. aureus*-specific sRNAs

A major goal of this study was to differentiate sRNA content between the staphylococci (Table S2), and to garner a better understanding of the potential physiological role for unique elements, particularly in the context of *S. aureus* pathogenesis. As such, the complete set of *S. aureus*-specific sRNAs (Table S7) was subjected to target prediction using TargetRNA2 (http://cs.wellesley.edu/~btjaden/TargetRNA2/) (Kery *et al.*, 2014). The resulting list of putative targets (Table S8) was subjected to ontological classification, to identify those that are known virulence factors. Of note, 85 of the 137 (62 %) sRNAs unique to *S. aureus* were found to have the capacity to interact with at least one virulence-related transcript. Interestingly, the gene with the highest number of predicted sRNA regulators (10 different sRNAs) was *splA*, which encodes a well-characterized serine protease (Stec-Niemczyk *et al.*, 2009). This is particularly compelling as *S. aureus* proteases have a major role in pathogenesis via the global modulation of virulence determinant stability (Kolar *et al.*, 2013). As such, this clearly suggests potential for sRNA-based regulation of the infectious process in *S. aureus*. Ultimately, each of the predictions generated require further experimental verification to assess specific functional roles. However, we suggest that the data presented herein represent an important first step in exploring the influence of sRNAs in the staphylococci, and their impact on species-specific adaptation.

## Discussion

The advent of next-generation sequencing technologies has resulted in a vast amount of genomic and transcriptomic data available for all domains of life. This flood of data has resulted in the need for automated annotation software (Dark, 2013; Richardson & Watson, 2013). While automated annotation has become fairly robust for protein-coding regions, tRNAs and rRNAs, the ability to accurately predict the presence of other non-coding RNAs lags behind, which necessitates the manual curation of such genes (Sridhar & Gunasekaran, 2013). Collectively, sRNAs are of growing interest, as the diverse roles they play in regulating carbon metabolism, virulence gene expression, iron acquisition and many other cellular processes becomes increasingly apparent (Hoe *et al.*, 2013; Beisel & Storz, 2010; Murphy *et al.*, 2014; Caron *et al.*, 2010; Geissmann *et al.*, 2006; Harris *et al.*, 2013; Papenfort & Vanderpool, 2015; Oliva *et al.*, 2015). The inability to efficiently identify and annotate these elements hinders research on sRNAs and creates a need for transcriptomic-based approaches to supplement automated annotation software pipelines. To this end, our group has begun manually cataloguing and curating these molecules into their respective genomes within the staphylococci.

In the present work, we have identified and annotated sRNAs in the genomes of both *S. epidermidis* RP62a and *S. carnosus* TM300 using RNAseq methodologies. The total sRNA contents of *S. epidermidis* and *S. carnosus* were compared with our previous work in *S. aureus*, generating a fully comprehensive comparison of the shared and unique sRNA content of these common staphylococci. In so doing, we identified and annotated 118 and 89 novel sRNAs in *S. epidermidis* and *S. carnosus*, respectively. The sRNA content of these two genomes initially appears strikingly small compared with *S. aureus* (303 annotated sRNAs). The difference in the number of sRNAs between these organisms is probably not due to differences in genome size (2 872 769, 2 616 530 and 2 566 424 bp, respectively), but rather an artifact of the overall number of conditions tested for sRNA expression within each species. For *S. epidermidis* and *S. carnosus*, our study is the first assessment of their sRNA content, based on a single growth condition (mid-logarithmic phase, TSB at 37 °C), whereas those sRNAs for *S. aureus* are derived from a wealth of different studies and experimental conditions (Pichon & Felden, 2005; Marchais *et al.*, 2009; Geissmann *et al.*, 2009; Abu-Qatouseh *et al.*, 2010; Bohn *et al.*, 2010; Beaume *et al.*, 2010; Nielsen *et al.*, 2011; Xue *et al.*, 2014; Anderson *et al.*, 2006, 2010; Olson *et al*., 2011; Howden *et al.*, 2013; Carroll *et al.*, 2016). The discrepancy in the number of studies that have examined the sRNA content of these three organisms also underlies the very different proportion of sRNAs common to the staphylococci in each genome. For example, considering only the transcriptionally active sRNA comparisons, *S. aureus* has a common sRNA set of 53 (~17.5 %) while *S. epidermidis* and *S. carnosus* have 36 (~30.5 %) and 39 (~43.8 %), respectively. The sRNAs represented in all three genomes probably have similar roles within the cell, speculatively involved in evolutionary conserved processes such as basic metabolism and maintenance of cellular homeostasis. While the number of sRNAs shared by *S. aureus* increases to 87 (~28.7 %) if the homologous, but transcriptionally inactive, regions of *S. epidermidis* and* S. carnosus* are included, this is still a smaller proportion of the sRNAs compared with *S. epidermidis*, and considerably smaller than that of *S. carnosus* (~30.5 % and ~43.8 %, respectively). One could hypothesize that these sRNAs may be involved in conserved processes that are perhaps unnecessary under the conditions tested. Conversely, and of some interest, several regions within the *S. aureus* genome show high sequence similarity to newly annotated sRNAs from *S. epidermidis* and *S. carnosus*, despite themselves being transcriptionally silent (data not shown). Either the presence of such regions suggests an evolutionary event that has silenced expression from these loci, or, perhaps a more likely scenario, we have yet to elucidate the permissive conditions for their expression in *S. aureus.* As such, a need exists for further research into lifestyle-specific and patho-physiologically relevant transcriptomic conditions and effects within the staphylococci.

The presence of a set of highly conserved sRNAs from *S. epidermidis* and *S. aureus* is seemingly quite unusual. The high level of sequence similarity within these sRNAs also results in a conserved structural motif that takes the form of a stem and multi-loop region, ending in a terminal hairpin with an unpaired, conserved 9 – 10 nt motif. Conservation of the multi-loop stem and terminal loop would suggest a common function for these sRNAs as a group and/or for the region of homology. Several possibilities for general function present themselves with such sequence and structure conservation. For example, it is possible that these structures act to bind and sequester proteins, as is the case for the CsrB/C sRNAs. CsrB/C sRNAs were originally identified in *Escherichia coli* as binding to and sequestering the CsrA protein through a conserved, repeated RNA motif, ultimately affecting carbon utilization and virulence gene expression (Liu *et al*., 1997; Jonas & Melefors, 2009). A second scenario, that has been demonstrated for several of the Rsa sRNAs in *S. aureus* (first characterized for their UCCC motif), is that the terminal hairpin serves to bind conserved regions within a target RNA, and the surrounding, less conserved regions confer target specificity (Geissmann *et al*., 2009). More work is necessary to elucidate the function of each of these individual sRNAs as well as the conserved domain that characterizes them. Curiously, the homology searches also identified SAUSA300s206 within this group, although further *in silico* analysis demonstrated SAUSA300s206 has high sequence complementarity to SAUSA300s205 and SAUSA300s288 as well as SERPsCon. The presence of high levels of sequence complementarity begs the question: is SAUSA300s206 a regulator of SAUSA300s205 and SAUSA300s288? Regulation of one sRNA by another (so-called anti-sRNAs) is not unprecedented in the literature. In *E. coli* the molecular mechanism for interaction of two such anti-sRNAs, AsxR and AgvB, with their targets has recently been elucidated (Tree *et al.*, 2014). AsxR binds the sRNA FnrS, which normally represses the expression of a heme oxygenase, ChuS; thus, AsxR acts to enhance expression of ChuS (Tree *et al.*, 2014). In the context of AgvB, it binds the sRNA GcvB, repressing the GcvB-dependent repression of DppA expression (Tree *et al.*, 2014). In direct parallel to this, our group recently identified a set of highly transcribed, highly homologous sRNAs in *A. baumannii*, termed Group 1 sRNAs, for which there appears to be an anti-sRNA, ABUWs043 (Weiss *et al*., 2015). ABUWs043 is encoded in an antisense fashion to ABUWs042, and thus may regulate ABUWs042 through several means, including promoter interference and/or complementary binding (Weiss *et al*., 2015). Importantly, ABUWs043 has a high level of sequence complementarity to the rest of the Group 1 sRNAs (21 such elements exist in the *A. baumannii* genome), albeit lower than that found for ABUWs042, suggesting ABUWs043 may regulate the rest of the Group 1 sRNAs in an anti-sRNA fashion (Weiss *et al*., 2015). SAUSA300s206 shares many characteristics with these confirmed and putative anti-sRNAs, but ultimately more work must be done to characterize its function within *S. aureus.* Finally and perhaps the most intriguing observation about these sRNAs is the absence of an identified anti-sRNA encoded in *S. epidermidis* that shares homology with SAUSA300s206. The possibility that such an sRNA exists cannot be excluded, although the potential that this is an *S. aureus* specific adaptation is a potentially fascinating point of evolution. Regardless, a better understanding of the function of these 24 sRNAs may underlie basic physiological and regulatory differences between *S. aureus* and *S. epidermidis*, and further our understanding of the staphylococci in general.

## Supplementary Data

7238 Supplementary File 1

## Supplementary Data

353 Supplementary File 2

How the deposited data were processed for this re-analysis (not part of the article)

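Expression of sRNAs was measured by RNAseq in 1 library each of *S. aureus* USA300 Houston, *S. epidermidis* RP62a and *S. carnosus* TM300, each made from 3 pooled RNA preparations of cultures grown for 3 h at 37 °C in TSB. The authors depleted ribosomal RNA, sequenced the cDNA on an Ion Torrent PGM and mapped the reads in CLC Genomics Workbench to genomes to which they had added the sRNA annotations. The authors deposited for each sRNA 2 count values, the total number of reads and the number of reads that map to 1 place only. The RPKM values were also deposited, in which the authors scaled reads to the annotated length of the sRNA and to the reads of the library. The version of CLC Genomics Workbench, its handling of reads that map to several places and whether reads were counted by strand are not given in the sources used here.

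The number of reads behind the RPKM was worked back from the reads, length and RPKM of the sRNAs of each library. It was 2837814 in *S. aureus*, 1429627 in *S. epidermidis* and 2812111 in *S. carnosus*. The median number of reads per sRNA was 59, 57 and 371. Each count was given an exact 95 % Poisson interval, scaled to RPKM, and a count of 0 was taken to allow up to 3 reads. Intervals cover counting error only. Because each species has 1 library, no p-value was computed and differences between species compare single libraries.

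Homologues were taken from Table S2. In the main setting a homologue is an annotated sRNA of the other species or one of the named SRP, RNase P and tmRNA genes, and core sRNAs have one in both other species. Class medians were given order-statistic intervals, shares were given exact Clopper-Pearson intervals, and ratios of medians were given intervals from 2000 bootstrap draws. To place a group of sRNAs within a library, its median was ranked among those of 10000 random lists of the same size. Agreement between libraries was measured with Spearman's rho across homologous sRNAs, with 10000 random re-pairings. An sRNA with an RPKM of at least 10 was counted as detected, and regions were counted as overlapping an sRNA from 1 base on. Positions and lengths are those deposited with the values. Gene names of neighbours are those of Tables 1 and 2.

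The sRNAs named in the text were mostly chosen by a rule. Values of some that it takes, such as SCAs011 and SAUSA300s071, are not given. The rule takes the 10 highest in each library and every sRNA the paper names in its text or Northern blots. It adds the SRP RNA, RNase P RNA and tmRNA of each species and the 10 highest *S. aureus* sRNAs with no homologue in Table S2. It also adds the highest and lowest members of each group and *S. aureus* sRNAs deposited under a common name. A few other sRNAs were named after their values had been seen. Among them were SAUSA300s162 and SAUSA300s113, whose only homologues are unannotated regions. The groups were sRNAs next to aminoacyl-tRNA synthetase genes, next to ribosomal protein genes or *infC*, next to genes with a known leader riboswitch or attenuator, the 3 housekeeping RNAs, and the relatives of SERPsCon. This rule, the groups, the main settings and their alternatives were fixed before the data were examined, although the RPKM printed in Tables 1 and 2 had been seen and the *S. aureus* values had not.

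The alternatives covered the RPKM minimum (above 0, 1 or 100), a length minimum of 100 nt, mean log2 values with a pseudocount of 1 or 10, other definitions of a homologue, the highest homologue or one-to-one homologues only, and leaving out SRP RNA, tmRNA and RNase P RNA. Counting only reads that map to 1 place, using the RPKM of Tables 1 and 2, adding the neighbour of *rpmE* to the ribosomal group, limiting *S. aureus* group members to those with all annotated homologues in the group, leaving the SERPsCon family out of the *S. epidermidis* classes and counting the named *S. epidermidis* RNAs among the positions were added later. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data with known means. The Poisson intervals held the true mean for 96.2 % of the 303 simulated *S. aureus* sRNAs, 96.2 % of the 121 of *S. epidermidis* and 95.6 % of the 90 of *S. carnosus*. Unchanged lists of 25 sRNAs had a mean percentile of 51.9, 51.4 and 51.1, and lists raised 4-fold had 97.8, 98.8 and 96.7.

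A further *S. carnosus* entry, labelled as tmRNA and nested within SCAs018, had 0 reads and was left out. G+C content, predicted ORFs from sequence, folding and interaction energies were not computed, because no genome sequence was used here. Table S8 was used in no test, since only part of it was at hand.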

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

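The tests of scaling, of annotated length and of the single library for SRP RNA and RNase P RNA were chosen only after the RPKM of these RNAs had been seen.

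In *S. epidermidis*, SRP RNA, RNase P RNA and tmRNA, which Table 1 does not list, took 26042, 37673 and 30728 reads, and were flagged as a signal in data the paper did not analyse. The RPKM of SRP RNA (66482) was 63.5 times that of *S. aureus* (counting interval 59.3 to 68.0) and 49.4 times that of *S. carnosus* (46.5 to 52.5), and the RPKM of RNase P RNA (65715) was 11.0 times (10.8 to 11.3) and 38.6 times (36.9 to 40.3) as high. A scaling of the whole library would raise tmRNA alike, but its fold was at most 1.48 (1.45 to 1.497), or 1.98 (1.95 to 2.01) from reads that map to 1 place only, and the annotated lengths differed by at most 1.09 times, so the tables argue against both as the whole cause. The preparation of the library cannot be told apart from a difference between the species, since each has 1 library. A higher level of both RNAs in *S. epidermidis* may therefore be biological or technical, and no biological explanation was tested.

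SERPs050, with 248 reads, and SCAs086, with 34 reads, lie in regions that Table S2 gives only as positions for SAUSA300s246, and were flagged for that reason, although these reads cannot be assigned to the regions. SAUSA300s171, the highest *S. aureus* sRNA without an entry in Table S2, had 17989 reads and is not discussed in the text of the paper.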

How the results depend on the processing

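The tests on reads that map to 1 place only, on the RPKM of Tables 1 and 2, with the neighbour of *rpmE*, with homologues in the group only, without the SERPsCon family and with the named *S. epidermidis* RNAs in the gaps were chosen only after the values had been seen. No paired analysis was possible because each species has 1 library. Over 50 results, 117 of the 126 alternatives fixed in advance stayed within the interval of the result or, for counts, within 1.5 times. Of the rest, 9 moved and 0 reversed. Of the 51 added ones, 46 stayed and 5 moved. For small groups the interval ran from the lowest to the highest member, so staying within it does not show a stable value. The ratio of the *S. carnosus* housekeeping RNAs, 2.41 against 7.62 on mean log2 values, was counted as staying. At an RPKM of at least 100, 140 *S. aureus* sRNAs were detected instead of 242, and median instead of mean lengths were 184, 155 and 186 nt in *S. aureus*, *S. epidermidis* and *S. carnosus*, as a higher minimum and long annotations in the mean bring about. With only the positions of Table S2 counted as homologues, 20 *S. aureus* sRNAs were core and 239 unique, because annotated homologues are then left out. The ratio of the *S. epidermidis* housekeeping RNAs to their library's median (235) was 247 among sRNAs of at least 100 nt and 201 with the RPKM of Tables 1 and 2, where only the library's median changes. Within 1 percent instead of 0.01, 5 *S. epidermidis* and 5 *S. carnosus* sRNAs had the printed RPKM instead of 0, as the wider tolerance allows. From reads that map to 1 place only, SAUSA300s206 over SAUSA300s205 was 1.23 instead of 5.12, SAUSA300s288 over SAUSA300s205 was 2.10 instead of 9.78 and *S. epidermidis* tmRNA over SCAs018 was 1.98 instead of 1.48, since the shared reads are left out. Without the SERPsCon family, the median RPKM of *S. epidermidis* sRNAs shared with *S. aureus* only was 251 instead of 125, since 25 members with a median of 39.4 are left out. Spearman's rho ranged from 0.40 to 0.57 for *S. aureus* and *S. epidermidis*, from 0.59 to 0.70 for *S. aureus* and *S. carnosus* and from 0.43 to 0.61 for *S. epidermidis* and *S. carnosus*. The core over unique ratio ranged from 3.44 to 8.11 in *S. aureus*, from 1.25 to 2.02 in *S. epidermidis* and from 0.662 to 0.944 in *S. carnosus*. In *S. aureus*, 53 sRNAs had 3 reads or fewer.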

Differences from the paper's values

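The tests with the RPKM of Tables 1 and 2 in place of the deposited RPKM were chosen only after the values had been seen. Of the RPKM printed in Tables 1 and 2, 22 of 118 for *S. epidermidis* and 4 of 89 for *S. carnosus* differed from the deposited RPKM by more than 1.5 times, and none of the alternatives set before the data were examined recomputes the RPKM of a single sRNA, so none brings these values closer or further apart. Across sRNAs, Spearman's rho between the paper's and the deposited RPKM was 0.95 in *S. epidermidis* and 1.00 in *S. carnosus*, with a median ratio of deposited over printed RPKM of 0.992 and 0.974. The positions in Table 1 equal the deposited ones for 3 of the 118 sRNAs, and those in Table 2 for all 89.

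The deposited RPKM was higher than the paper's for SERPs035 (the paper's 346.45 against 8296), SERPs062 (the paper's 15.57 against 253), SERPs113 (the paper's 7.66 against 19.2) and SERPs024 (the paper's 466.83 against 1023). It was also higher for SERPs027 (the paper's 984.95 against 1987), SERPs043 (the paper's 31.09 against 58.8), SERPs061 (the paper's 439.8 against 777), SERPs068 (the paper's 16.45 against 27.8), SERPs083 (the paper's 4.81 against 7.73) and SERPs038 (the paper's 67.39 against 106).

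Lower deposited RPKM values were found for SERPs067 (the paper's 403.75 against 44.4), SERPs074 (the paper's 158.62 against 33.3), SERPs101 (the paper's 23.93 against 6.66), SERPs097 (the paper's 57.23 against 18.6) and SERPs094 (the paper's 13.3 against 4.82). The same holds for SERPs016 (the paper's 469.75 against 218), SERPs064 (the paper's 586 against 279.8), SERPs002 (the paper's 125.96 against 62.9), SERPs066 (the paper's 2084.27 against 1055), SERPs021 (the paper's 2967.56 against 1855), SERPs005 (the paper's 21.77 against 14.0) and SERPs054 (the paper's 327.4 against 211). In *S. carnosus* it was lower for SCAs006 (the paper's 4.05 against 0), SCAs020 (the paper's 189.2 against 117), SCAs069 (the paper's 3569.06 against 2167) and SCAs088 (the paper's 699.1 against 437).

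The paper's counts of 53 core and 187 unique *S. aureus* sRNAs stand beside 39 and 216 here, within 1.5 times; with any entry of Table S2 other than a position counted as a homologue, which was set before the data were examined, they were 54 and 187. The paper states that the homologous regions without annotation showed no transcription, while 1 region in each species overlaps an annotated sRNA with reads (SERPs050 and SCAs086). Table S2 lists both as homologues of SAUSA300s295, which lies on the strand opposite to SAUSA300s246, the sRNA these regions belong to, so the reads cannot be assigned to the regions.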

Other observations

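The tests of reads split between copies and of reads discarded at mapping were chosen only after the low values of the SERPsCon relatives had been seen.

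Most of a group of small sRNAs in *S. aureus* and *S. epidermidis* lie in pairs on opposite strands, with ends that overlap, and the group is linked across both species in Table S2. In *S. aureus*, the longer partner had the higher RPKM in each pair. SAUSA300s027 (208 nt, positions 1929067 to 1929274, forward strand) had 334 (95 % interval 289 to 384) and SAUSA300s107, opposite its end, 47.0 (20.3 to 92.6). SAUSA300s028 had 79.3 (57.8 to 106) against 7.05 (0.178 to 39.3, 1 read) for SAUSA300s108, and SAUSA300s110 had 37.5 (24.9 to 54.2) against 3.32 (0.0842 to 18.5, 1 read) for SAUSA300s109. In *S. epidermidis* the order differed between pairs. SERPs022 had 129.2 (86.5 to 186) and SERPs005, opposite its end but without an annotated homologue, 14.0 (0.354 to 77.9, 1 read). SERPs063 had 628 (538 to 728) and SERPs064, opposite its end, 279.8 (179 to 416), whereas SERPs065, next to *cadC*, had 638 (559 to 724) and SERPs066, opposite its end, 1055 (850.4 to 1294). The unpaired members SERPs067 and SAUSA300s055 had 44.4 (12.1 to 114, 4 reads) and 0 reads. These sRNAs were chosen after their values had been seen, and reads over the shared ends are uncertain.

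SERPs108 next to *menA* is listed as a homologue of 9 *S. aureus* sRNAs, whose expression differed widely, from 10.6 (3.88 to 23.0) for SAUSA300s235 to 2533 (2404 to 2667) for SAUSA300s272, while SERPs108 itself had an RPKM of 85.1 (64.1 to 111). In *S. carnosus*, SCAs005 and SCAs006 cover nearly the same positions on opposite strands (144461 to 144729 and 144466 to 144711), and had 125 and 0 reads. Of the reads on SCAs005, 58.4 % mapped to more than 1 place, as did 81.1 % of those on its *S. aureus* homologue SAUSA300s037, which had an RPKM of 332 (295 to 372).

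The 25 *S. epidermidis* relatives of SERPsCon, which are the homologues of SAUSA300s206 in Table S2 and not the set the paper aligned, had a median RPKM of 39.4 (95 % interval 22.3 to 106). Their ratio to the library's median lay between 0.106 and 0.210 in every alternative run. Reads split between near-identical copies are argued against as the cause, since 6.90 % of the reads kept on them mapped to more than 1 place, and so is their length, since other sRNAs of like length had a median of 336 (245 to 663). Reads discarded at mapping stay open, because such reads were not analysed here and 82.8 % of the reads on the 3 *S. aureus* relatives mapped to more than 1 place. Low transcription in this culture and loss of reads at mapping cannot be told apart, so the low values may reflect either.

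In *S. aureus*, core sRNAs had a median RPKM 5.89 times that of sRNAs with no annotated homologue. Short annotations among the latter are argued against as the whole cause, since the ratio was 4.81 (2.42 to 12.1) among sRNAs of at least 100 nt. Silent sRNAs in the *S. aureus* catalogue stay open as a part of the cause. Among sRNAs with an RPKM of at least 10 the ratio was 3.44. Its interval (1.72 to 8.13) excludes equal medians but reaches below 2, the limit set beforehand for both tests. The *S. aureus* catalogue was gathered from many studies, as the paper states, and the others from these libraries, so the higher core expression may reflect how sRNAs entered the catalogues. No biological explanation was tested.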
